# Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats

**DOI:** 10.1038/s41598-018-36297-0

**Published:** 2018-12-20

**Authors:** Junji Saruwatari, Chao Dong, Teruo Utsumi, Masatake Tanaka, Matthew McConnell, Yasuko Iwakiri

## Abstract

The spleen plays an important role in the immune and hematopoietic systems. Splenomegaly is a frequent consequence of portal hypertension, but the underlying molecular and cellular mechanisms remain to be fully elucidated. In this study, we have performed a whole-genome microarray analysis combined with histological examination in enlarged spleens isolated from rats with partial portal vein ligation (PPVL) surgery to provide comprehensive profiles of microRNAs and their target mRNAs with a focus on their potential biological functions. A total of 964 mRNAs and 30 microRNAs showed significant differential expression in the spleens of PPVL rats compared to rats undergoing a sham procedure. Twenty-two down-regulated microRNAs were associated with significantly increased genes highly involved in fibrogenic activity and cell proliferation/migration (e.g., *Ctgf*, *Serpine1*, *Col1a1*). Consistently, histological analyses demonstrated increased splenic fibrosis and cell proliferation in the spleens of PPVL rats. Eight up-regulated microRNAs were associated with suppression of genes that are related to interferon-mediated antiviral activity in innate immune responses (e.g., *Irf7*, *Dhx58*). In conclusion, we determined a specific microRNA-mRNA network potentially implicated in the tissue fibrosis and cell proliferation in portal hypertension-induced splenomegaly. Our findings provide new insight into the mechanisms for regulation of spleen structure and function.

## Introduction

The spleen is an important organ for the immune system, generating antibodies, removing microbes, and serving as a reservoir for immune cells^1,2^. It also modulates blood components, providing red blood cells when they are deficient during hemorrhagic shock, recycling iron, and capturing circulating platelets^1,2^. Currently, the regulation of spleen structure and function remains to be fully elucidated. Profiling of transcriptomes in the spleen will, therefore, provide novel insights into the regulation of the structure and function.

Splenomegaly is a consequence and an important clinical indicator of portal hypertension^3^. Guidelines addressing portal hypertensive bleeding in cirrhosis recommend routine radiographic assessment of spleen size as an aid to clinical decision-making^4^, and spleen stiffness is increasingly recognized as an important diagnostic tool in the assessment of patients with chronic liver disease^5^. The role of the spleen as active player or passive bystander in portal hypertension, however, remains controversial. Some clinical studies have indicated improvement in portal hypertension following splenectomy in patients^6^. These studies suggest that splenomegaly is an important potential therapeutic target in portal hypertension; however the molecular mechanisms of portal hypertensive splenomegaly remain poorly understood^7,8^. Elucidating these mechanisms may lead to therapeutic options for patients with portal hypertension targeting the spleen that do not carry the substantial risks of surgery.

MicroRNAs (miRNAs) are a class of non-coding RNA molecules that play a key role in a wide range of biological processes, including cell differentiation, proliferation and survival, by binding to complementary target mRNAs, resulting in mRNA translational inhibition or degradation^9,10^. miRNAs have also emerged as critical regulators in the development of immune and inflammatory responses^10–12^. Identifying miRNAs and their target mRNAs on a genome-wide scale could thus provide valuable information to understand the mechanisms of splenomegaly and gain insight into its pathological consequences.

The study presented here describes the use of whole-genome microarray analysis combined with histological analysis to provide a comprehensive profile of miRNAs and their target mRNAs linked to pathophysiological changes associated with splenomegaly in rats who have undergone partial portal vein ligation (PPVL) surgery. PPVL, representing non-cirrhotic portal hypertension, is one of the most frequently used experimental models of portal hypertension, allowing us to examine the mechanisms by whcih increased portal venous pressure alone, without other confounding factors, can lead to splenomegaly^13^. The results from the current study reveal a miRNA-mRNA network that defines structural and biological alterations that occur in portal hypertension-induced splenomegaly.

## Results

### Transcriptional profile of mRNAs in enlarged spleens of rats with portal hypertension – Filtering of microarray data

A flowchart of mRNA and miRNA data analyses for enlarged spleens of rats with portal hypertension and control spleens is presented in Fig. 1. 

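Spleens were taken 10 days after surgery from 3 rats with PPVL, a partial ligation of the portal vein that raises portal pressure without cirrhosis, and from 3 sham-operated rats. RNA of each spleen was hybridised to an Affymetrix whole-transcript rat array of its own, and the labels name each sample as a separate rat. The authors processed the arrays with Robust Multiarray Average (RMA) in Transcriptome Analysis Console. The deposited values are log2 intensities of 36685 transcript clusters, and the array medians lay between 6.22 and 6.33. In the annotation used here, 18511 clusters carried 1 gene symbol, 575 carried several and 17599 carried none. These gave 18166 genes, each represented by its cluster with the highest mean over the 6 arrays. PPVL and sham spleens were compared with limma (lmFit and eBayes), an empirical Bayes test as the methods of the paper describe. A gene was counted as changed at an unadjusted p under 0.05, the threshold of the methods, and Benjamini-Hochberg adjusted values are given beside it. Transcripts of the exocrine pancreas, the gland that secretes digestive enzymes, were high in the spleen sample of PPVL rat 1. Of 21 exocrine pancreas genes, 20 were higher in PPVL rat 1 than in each of the other 5 rats, by a median of 18-fold. Ctrb1, which encodes a chymotrypsinogen, had a log2 value of 12.62 in PPVL rat 1 and of 6.74 to 7.41 in the other 5 rats. Amy2a3, a pancreatic amylase, had 12.22 in PPVL rat 1 and 4.15 to 4.55 in the others. Both genes were singled out after their values were seen. The number of arrays, 3 per group, limits the precision of every value.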

Expression of 1,549 transcripts out of 28,407 genes differed on the microarray between these two groups (Fig. 2). Among them, 964 genes (Supplementary Fig. S1), of which 599 genes were up-regulated and 365 genes were down-regulated in the spleens of PPVL rats, were recorded as protein coding genes in Entrez Gene, the gene-specific database of the National Center for Biotechnology Information^14^. 

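The smallest p-values among genes belonged to the interferon response. Oas1b and Oas1i, which belong to the family of oligoadenylate synthetases that sense viral double-stranded RNA, were lower in PPVL spleens by log2 fold changes of -1.02 (standard error 0.13) and -0.80 (standard error 0.11). Oas1i was singled out after its values were seen. The mast cell protease gene Mcpt1 was higher by 1.35 (standard error 0.21). Its sham level of 3.94 is near the floor of the arrays, where the size of a change is uncertain. Of the 36685 transcript clusters, 914 were higher and 850 lower in PPVL spleens at an unadjusted p under 0.05, together 1764. At that threshold, chance alone gives 1834 clusters. After Benjamini-Hochberg adjustment in limma, 0 clusters were past an adjusted p under 0.05, and the smallest adjusted p was 0.753. The count at the unadjusted threshold was 1100, where chance gives 1101, when clusters below the 40th percentile of mean level were left out, and 1089, where chance gives 954, when clusters without a gene symbol were left out. It was above the 1834 of chance also without PPVL rat 2 (2042), sham rat 2 (2064) or sham rat 3 (2143), with array weights (1925) and with the replicate number as a block (1849).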

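The 10 genes with the largest increase in PPVL spleens, among those past an unadjusted p under 0.05 with every PPVL rat above every sham rat, were Defa5, Col1a1, Defa11, Mcpt1, Cthrc1, Fos, Mmp2, Mpo, Rgs1 and Fndc1. The 10 with the largest decrease were Mirlet7f-1os, Slfn4, Isg15, Oas1b, Dhx58, Prg4, RT1-T24-3, Ifit3, Irf7 and Ly49s7. Ifit1bl, which has the largest decrease in Table 1, and Hist3h2ba were not measured here by a cluster with 1 symbol and are outside this ranking. Prg4, which encodes the lubricating proteoglycan lubricin, had a log2 fold change of -0.90 (standard error 0.35), and Ly49s7, of the Ly49 receptors of natural killer cells, of -0.80 (standard error 0.23). Prg4 did not pass the threshold without PPVL rat 1, sham rat 2 or sham rat 3, at log2 fold changes of -0.99 to -0.56. In all, 488 genes were higher and 281 lower at an unadjusted p under 0.05, together 769 of the 18166 genes, where chance gives 908. The paper counts genes recorded as protein coding, while the genes here are all those with a cluster of 1 symbol. The 2 sets are unlike, and their counts differ. The count here was above that of chance without PPVL rat 2 (919), when only clusters with a symbol were fitted (1039) and with the mean of a gene's clusters (1040). In limma, 0 genes were past an adjusted p under 0.05, and the smallest adjusted p was 0.663. Every PPVL rat was above every sham rat in 1207 genes and below in 853, together 11.3% of genes, where chance gives 10%. Without PPVL rat 1, 463 genes passed the unadjusted threshold, 295 higher and 168 lower, and 336 of them were among the 769. Without PPVL rat 2, 503 genes were lower.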

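At an unadjusted p under 0.05, 42 genes were over 1.5-fold higher in PPVL spleens and 28 were over 1.5-fold lower. Of these, 9 were over 2-fold higher. They include Cthrc1, a secreted protein of remodelling matrix, at a log2 fold change of 1.32 (standard error 0.42, and 0.79 without PPVL rat 1), and Mpo, the myeloperoxidase of neutrophil granules, at one of 1.15 (standard error 0.29). The other 7 were Defa5, Col1a1, Defa11, Mcpt1, Fos, Mmp2 and Rgs1. Another 4 genes were over 2-fold lower, namely Mirlet7f-1os, Slfn4, Isg15 and Oas1b. Mirlet7f-1os had a log2 fold change of -1.16 (standard error 0.41) and did not pass without PPVL rat 1, PPVL rat 2 or sham rat 2, at -1.15 to -0.76. The adjusted p of each of these genes was 0.663 or above in limma. In place of the 70 genes over 1.5-fold in either direction, 246 were counted without PPVL rat 2, of which 193 were lower, and 116 without sham rat 3, of which 83 were lower. Over 2-fold, 18 were higher without PPVL rat 3, and 39 were lower without PPVL rat 2, 11 without sham rat 3 and 2 without sham rat 2.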

Forty out of the 599 up-regulated genes showed a greater than 1.5-fold increase with 10 of them increasing by more than 2-fold, while 41 out of the 365 genes were down-regulated by more than 1.5-fold with 8 of them decreasing by more than 2-fold. 

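Fos, an immediate early transcription factor, rose from a log2 level of 7.20 ± 0.44 (SD, n = 3) in sham spleens to 8.44 ± 0.05 (SD, n = 3) in PPVL spleens. Rgs1, a regulator of G protein signaling that immune cells induce on activation, had a log2 fold change of 1.12 (standard error 0.32). Slfn4, an interferon-induced member of the schlafen family, was at 11.02 ± 0.10 (SD, n = 3) in sham and 9.88 ± 0.27 (SD, n = 3) in PPVL spleens. Isg15, a ubiquitin-like protein induced by interferon, had a log2 fold change of -1.09 (standard error 0.21). RT1-T24-3, an MHC class I gene, had -0.88 (standard error 0.27) and Ube2l6, a conjugating enzyme for Isg15, -0.79 (standard error 0.21). Of the 30 genes of Table 1, 23 were measured by a cluster with 1 symbol. All 23 had the direction of Table 1, and 22 were past an unadjusted p under 0.05. As Table 1 was chosen on these arrays, this is not independent evidence of direction. Tpx2, a spindle assembly factor, had a log2 fold change of -0.72 (standard error 0.32) and did not pass. Pck2 (-0.56, standard error 0.23) and Rup2 (-0.91, standard error 0.36) were past the threshold and lost it without PPVL rat 1, sham rat 1 or sham rat 2, Pck2 also without PPVL rat 3 and Rup2 also without PPVL rat 2. Over these settings, the replicate block for Rup2 and median centring for Pck2, which lost the call too, Pck2 lay between -0.55 and -0.44 and Rup2 between -1.01 and -0.53. The adjusted p of the genes named here was 0.981 in limma, except for Slfn4 (0.663).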

Table 1 lists the top 15 up- and down-regulated genes in the order of fold-change.

**Figure 1:**
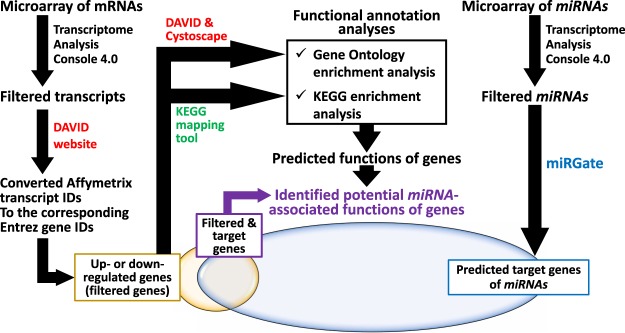
The workflow of mRNA and miRNA data analyses.

**Figure 2:**
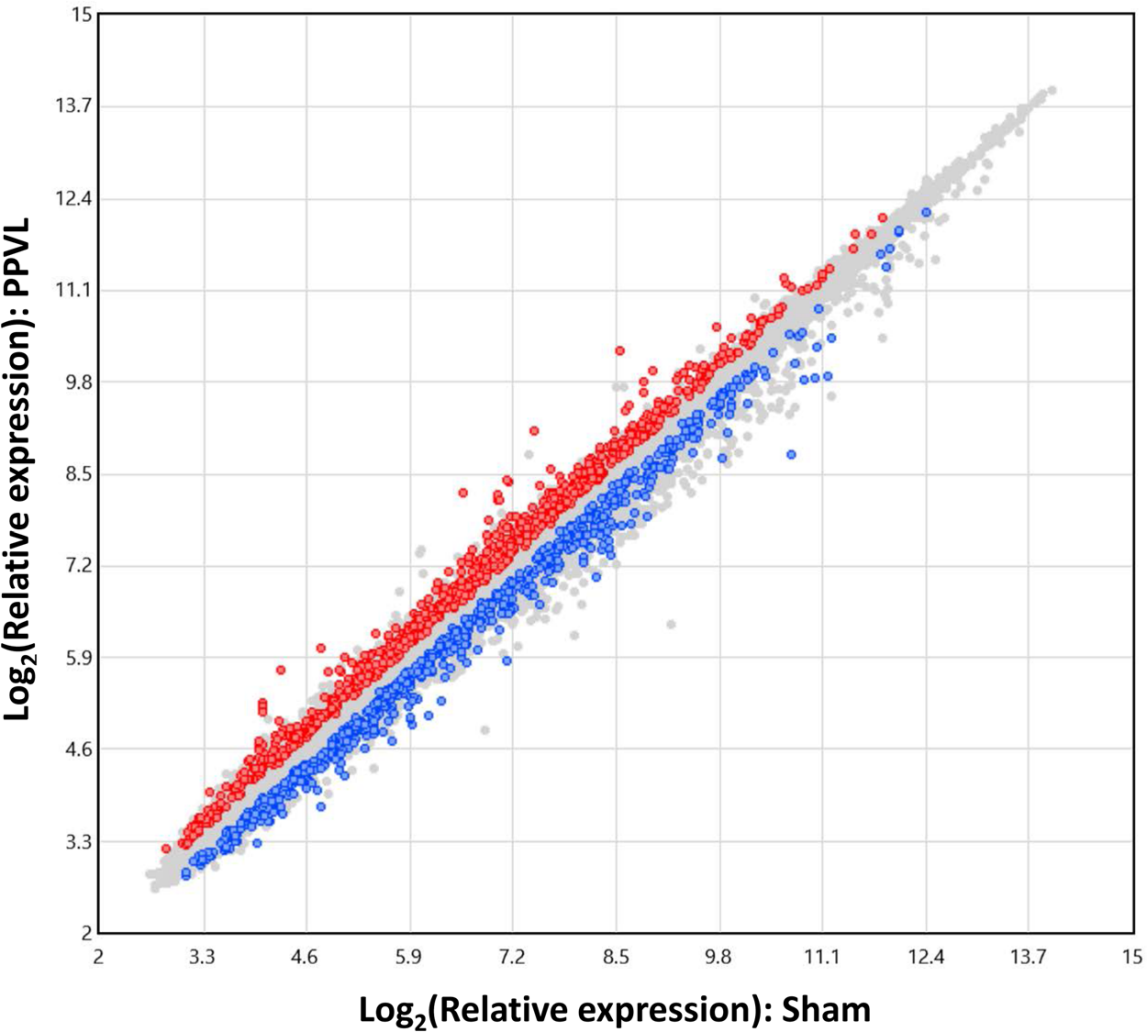
Scatter plot of differentially expressed genes. The plot is color-coded using red for up-regulated genes and blue for down-regulated genes.

**Table 1:** List of top 15 genes up- or down-regulated in the spleens of PPVL rats compared to those of sham rats.

Entrez Gene ID	Gene Symbol	Gene Description	Average log2 value		Fold-change	*P*-value^a^
			Sham	PPVL		
***Up-regulated***						
286995	Defa5	defensin, alpha 5, Paneth cell-specific	8.55	10.24	**3.23**	0.0012
286958	Np4	defensin NP-4 precursor	6.57	8.24	**3.18**	0.0016
498659	RatNP-3b	defensin RatNP-3 precursor	7.46	9.12	**3.15**	0.0009
613225	Defa11	defensin alpha 11	4.27	5.71	**2.72**	0.0172
314322	Fos	FBJ osteosarcoma oncogene	7.11	8.41	**2.45**	0.0003
58826	Prg2	proteoglycan 2	7.14	8.4	**2.4**	0.0287
305941	Sgcg	sarcoglycan, gamma	4.77	6.02	**2.38**	0.0002
81686	Mmp2	matrix metallopeptidase 2	7.01	8.21	**2.29**	0.0101
29266	Mcpt2	mast cell protease 2	4.04	5.22	**2.25**	0.0002
54289	Rgs1	regulator of G-protein signaling 1	7	8.12	**2.17**	0.0061
29393	Col1a1	collagen, type I, alpha 1	8.85	9.81	**1.95**	0.0068
24617	Serpine1	serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1	6.9	7.85	**1.93**	8.10E-06
25043	Eln	Elastin	7.68	8.57	**1.85**	0.0167
287382	Mfap4	microfibrillar-associated protein 4	8.83	9.66	**1.77**	0.0141
282836	Cthrc1	collagen triple helix repeat containing 1	5.08	5.9	**1.76**	0.0105
***Down-regulated***						
363938	Oas2	2–5 oligoadenylate synthetase 2	8.34	7.5	**−1.78**	0.001
361042	Pck2	phosphoenolpyruvate carboxykinase 2 (mitochondrial)	8.41	7.55	**−1.81**	0.0333
297666	Klra5	killer cell lectin-like receptor, subfamily A, member 5	5.09	4.23	**−1.81**	0.0109
309526	Ifit3	Interferon-induced protein with tetratricopeptide repeats 3	8.31	7.43	**−1.84**	6.26E-05
295704	Ube2l6	ubiquitin-conjugating enzyme E2L 6	8.69	7.79	**−1.87**	0.0042
303538	Dhx58	DEXH (Asp-Glu-X-His) box polypeptide 58	8.42	7.46	**−1.94**	7.24E-05
311546	Tpx2	TPX2, microtubule-associated	8.89	7.9	**−1.99**	0.0483
619560	Rup2	urinary protein 2	4.79	3.78	**−2.01**	0.0293
303175	Hist3h2ba	histone cluster 3, H2ba	6.3	5.28	**−2.03**	0.0195
293624	Irf7	Interferon regulatory factor 7	10.86	9.84	**−2.04**	0.0025
246268	Oas1b	2–5 oligoadenylate synthetase 1B	8.43	7.35	**−2.11**	5.43E-05
414788	RT1-T24-3	RT1 class I, locus T24, gene 3	9.82	8.72	**−2.14**	0.0092
114247	Slfn4	schlafen 4	11	9.85	**−2.22**	5.41E-05
298693	Isg15	ISG15 ubiquitin-like modifier	8.24	7.05	**−2.28**	0.0006
294090	Ifit1bl	interferon-induced protein with tetratricopeptide repeats 1B-like	10.7	8.76	**−3.84**	0.0167

^a^Indicates p-values calculated by an empirical Bayes approach.

### Gene ontology and pathway analyses

To determine biological functions that could be influenced in the spleens of PPVL rats, we performed gene ontology (GO) analysis and categorized the identified genes into biological functions (‘GO terms’) constructed by biological process, molecular function and cellular component^15,16^. An analysis of all genes up- and down-regulated in the spleens of PPVL rats using the Functional Annotation Chart Tool of the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Fig. 1) identified 335 and 65 GO terms for the genes up- and down-regulated, respectively. 

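The genes that Table 2 gives for the extracellular space include the α-defensins, Mmp2, Col1a1, Eln and the granule enzyme Mpo. Those it gives for the cytoplasm include the interferon-stimulated genes Irf7, Dhx58, Ifit3, Mx1 and Oas2 and the cell division genes Cdc25c and Orc1. Of the 82 genes that Table 2 gives for the extracellular space, 77 were measured here. All 77 were higher in PPVL spleens and 69 were past an unadjusted p under 0.05. Their median log2 fold change was 0.41, and 17 changed by 1.5-fold or more. Of the 101 genes that Table 2 gives for the cytoplasm, 95 were measured. All 95 were lower, 74 were past the same threshold, the median log2 fold change was -0.30, and 10 changed by 1.5-fold or more. Of both groups, 0 genes were past an adjusted p under 0.05 in limma. The paper drew both groups from genes called on these arrays, so their direction here is not independent evidence.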

GO terms most often annotated were “*extracellular space*” for the genes up-regulated and “*cytoplasm*” for the genes down-regulated (Table 2).

**Table 2:** List of GO terms with the largest number of genes up- or down-regulated.

GO No.	GO Term	Fold Enrichment^a^	*P*-value^b^	Gene	
				Fold-change	Gene Name
***Up-regulated***					
GO:0005615	extracellular space	2.13	1.02E-10	>2.0	Defa5, Defa11, Np4, RatNP-3b, Mmp2
				>1.5	Adipoq, Col1a1, Col3a1, Cthrc1, Ctgf, Cpz, Dpep1, Eln, Flrt2, Gpx3, Mpo, Ngp, Serpine1, Sfrp2
				>1.0	Acpp, Alpl, Apln, Bmp2, Bmpr2, Bmp3, Bmp6, C1qtnf1, C1qtnf5, C8g, Ccl2, Cd14, Clec11a, Cfh, Col1a2, Cpxm2, Ctsg, Ctsk, Dpysl3, F8, Fgf1, Fgf2, Figf, Frmd4b, Fstl1, Gas6, Ghr, Glb1, Grem1, Igf1, Il6st, Inhba, Jam3, Lamb1, Lgals3, Lox, Lrig3, Ltbp2, Masp1, Mertk, Nenf, Nrg1, Ogn, Pltp, Prelp, Prtn3, Ptprg, Pxdn, RGD1305645, Sema4g, Sepp1, Serpine2, Serpina10, Serping1, Serpinb1a, Sipa1l3, Slit2, Sost, Sparc, Srpx2, Tgfb3, Try10, Vegfb
***Down-regulated***					
GO:0005737	cytoplasm	1.20	0.02481	>2.0	Irf7
				>1.5	Brca1, Dhx58, Fancd2, Ifit3, Mx1, Mx2, Oasl, Oas2, Orc1, RGD1563091, Tppp3
				>1.0	Aatf, Ablim2, Adam17, Aifm1, Aipl1, Akr1d1, Ankrd2, Apob, Aqp11, Bambi, Ccr5, Cct8, Cdc7, Cdc25c, Cdk2, Cep57, Chn2, Ciapin1, Clic3, Colec10, Dbil5, Dbndd1, Dcx, Ddias, Ddx58, Ddx60, Dnali1, Dsn1, Dtx3l, Elp4, Ercc6l, F13a1, Fam126a, Fscn3, Gadd45b, Gemin2, Grpel2, Gzmb; Gzmbl2, Gzmf, Haus7, Herc4, Herc6, Hist1h2bo, Hspb3, Ifih1, Ifit2, Ifng, Ing2, Irf9, Isg20, Kntc1, Krt27, Mad2l1, Mphosph9, Mre11a, Mstn, Nasp, Nr0b2, Parp9, Parp14, Pfas, Ppa1, Prpf3, Rad54b, RGD1562136, Rrm1, Rsb66, Rtp4, Selp, Slc7a12, Slc30a1, Spdl1, Sprr3, Sra1, Tbpl1, Tcp1, Tdrd7, Tiam2, Trim21, Trim69, Tyms, Ubxn11, Usp11, Usp25, Vrk1, Zbp1, Zc3hav1, Zmym1

^a^Denotes the ratio of the number of genes in the gene set to the expected number in the category based on the human database.

^b^Indicates p-values adjusted by the multiple test Benjamini adjustment.

The underlined genes are predicted targets for up- or down-regulated miRNAs in the spleens of PPVL rats.

#### Genes up-regulated in the spleens of PPVL rats

Given the results from filtering of microarray data mentioned above, we further charaterized the up-regulated genes associated with the GO term “*extracellular space*” (Table 2) with identification of additional GO terms to which they were also related. Highly up-regulated genes such as α-defensins (*RatNP-3b*, *Np4*, *Defa5* and *Defa11*) were also associated with GO terms “*defense responses to fungus/bacterium*” (Fig. 3A). 

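The α-defensins are microbicidal peptides, some of which neutrophil precursors store in primary granules. Table 1 describes Defa5 as specific to Paneth cells, and its cell of origin in the spleen was not tested. Defa5 rose from a log2 level of 8.54 ± 0.39 (SD, n = 3) in sham spleens to 10.24 ± 0.69 (SD, n = 3) in PPVL spleens, a log2 fold change of 1.70 (standard error 0.36, adjusted p = 0.981 from limma). Defa11 had a log2 fold change of 1.47 (standard error 0.51), which was not past the unadjusted threshold without sham rat 2 or sham rat 3, at 1.27 to 1.37, and which was 0.90 without PPVL rat 2. RatNP-3b and Np4 share clusters with several symbols and are not given a value here. Of 10 measured primary granule genes, 5 were higher at an unadjusted p under 0.05 and 0 lower, and 2 were higher when adjusted over the list alone. Besides both defensins these were Mpo, Ms4a3, a membrane protein of granulocyte precursors (log2 fold change 0.88, standard error 0.28), and Prtn3, the granule protease myeloblastin (0.60, standard error 0.21). Ms4a3 and Prtn3 did not pass without sham rat 3, at 0.79 and 0.50, and were at 0.54 and 0.38 without PPVL rat 2. The median log2 fold change of the list was 0.58 (camera with a preset correlation, adjusted p = 2.0e-09). The call was lost with an estimated correlation (adjusted p = 0.238). The list holds genes that the paper names as higher on these arrays, both defensins and Mpo among them, so its tests are not independent evidence. The median was 0.32 without PPVL rat 2, and 8 genes of the list passed without PPVL rat 1 and 2 without sham rat 3. Of 18 genes of secondary granules and mature neutrophils, 0 were past an unadjusted p under 0.05 in limma, and their median log2 fold change was 0.07. Of these, 3 were higher without PPVL rat 1, 1 was higher without PPVL rat 3 and 3 were lower without PPVL rat 2, and camera's adjusted p was 0.122, and under 0.05 without PPVL rat 1, PPVL rat 3 or sham rat 2, with medians of 0.17, 0.17 and 0.14, while the median was -0.04 without PPVL rat 2.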

Genes such as *Mmp2* and *Serpine1* (also known as PAI-1) were related to a GO term “*response to cytokine*” (Fig. 3A). 

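Mmp2 encodes gelatinase A, a protease that cleaves denatured collagen and basement membrane. It rose from a log2 level of 7.11 ± 0.17 (SD, n = 3) in sham spleens to 8.28 ± 0.80 (SD, n = 3) in PPVL spleens, a log2 fold change of 1.18 (standard error 0.37, adjusted p = 0.981 from limma), which was 0.74 without PPVL rat 1. Of 22 measured genes of matrix proteases and their inhibitors, 5 were higher at an unadjusted p under 0.05 and 0 lower, and 0 passed when adjusted over the list alone. Ctsk, the collagen-degrading cathepsin K, rose by 0.41 (standard error 0.10). Mmp14, a membrane-bound activator of Mmp2, had 0.59 (standard error 0.24) and Adamts12, a metalloprotease, 0.36 (standard error 0.14). Mmp14 lost its call in 6 alternatives, at 0.37 to 0.66, and Adamts12 in 5, at 0.25 to 0.39. For both these include the settings without PPVL rat 1, sham rat 2 or sham rat 3, for Mmp14 that without PPVL rat 2 and for Adamts12 that without PPVL rat 3. In the list the median log2 fold change was 0.19 (camera with a preset correlation, adjusted p = 1.1e-06), and the call was lost with an estimated correlation (adjusted p = 0.205). Without PPVL rat 1, the sample with high exocrine pancreas transcripts, 2 genes of the list passed. Without sham rat 3, 3 passed. The list holds genes that the paper gives as higher on these arrays, Mmp2 and Ctsk among them, so its tests are not independent evidence.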

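Of 17 measured collagen genes, 7 were higher in PPVL spleens at an unadjusted p under 0.05 and 0 lower, and all 17 had a positive log2 fold change. Col1a1, a chain of type I collagen, rose from a log2 level of 8.56 ± 0.55 (SD, n = 3) in sham spleens to 10.07 ± 0.80 (SD, n = 3) in PPVL spleens (log2 fold change 1.51, standard error 0.43). Col12a1, a collagen that binds to fibrils, rose by 0.59 (standard error 0.19), and by 0.37 without PPVL rat 1. Of 27 measured genes of elastic fibres, matrix assembly and matricellular proteins, 12 were higher and 0 lower. Among them were Bgn, the proteoglycan biglycan, which rose by 0.50 (standard error 0.13), and Ltbp2, a protein of elastic microfibrils, which rose by 0.48 (standard error 0.14). Eln, which encodes elastin, had 0.66 (standard error 0.23) and Mfap4, a microfibril protein, 0.63 (standard error 0.21). Eln and Mfap4 lost the call without PPVL rat 1, PPVL rat 3 or sham rat 1, and Eln also without sham rat 3, at 0.49 to 0.60 for Eln and 0.47 to 0.59 for Mfap4. In neither list did a gene pass when adjusted over the list alone, and the adjusted p over all genes was 0.981 for each named gene. The median log2 fold change was 0.42 in both lists (camera with a preset correlation, adjusted p = 9.75e-11 for collagens and 5.7e-10 for matrix assembly). With an estimated correlation the calls were lost (adjusted p = 0.236 and 0.238). Both lists hold genes that the paper names as higher on these arrays, such as Col1a1 and Eln, so these tests are not independent evidence. Exocrine pancreas transcripts were a median of 18-fold higher in PPVL rat 1 than in the other 5 rats, and without PPVL rat 1, 3 collagen genes and 6 genes of matrix assembly were higher. Without sham rat 1, 4 collagen genes and 7 genes of matrix assembly were higher and 1 of the latter lower, and without sham rat 3 these numbers were 4, 6 and 1.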

Other up-regulated genes related to “*extracellular space*” were also associated with GO terms such as “*cell migration*”, “*positive regulation of cell proliferation*”, “*cellular response to fibroblast growth factor stimulus*”, “*transforming growth factor beta receptor signaling pathway*” and “*collagen fibril organization*” (Fig. 3A).

**Figure 3:**
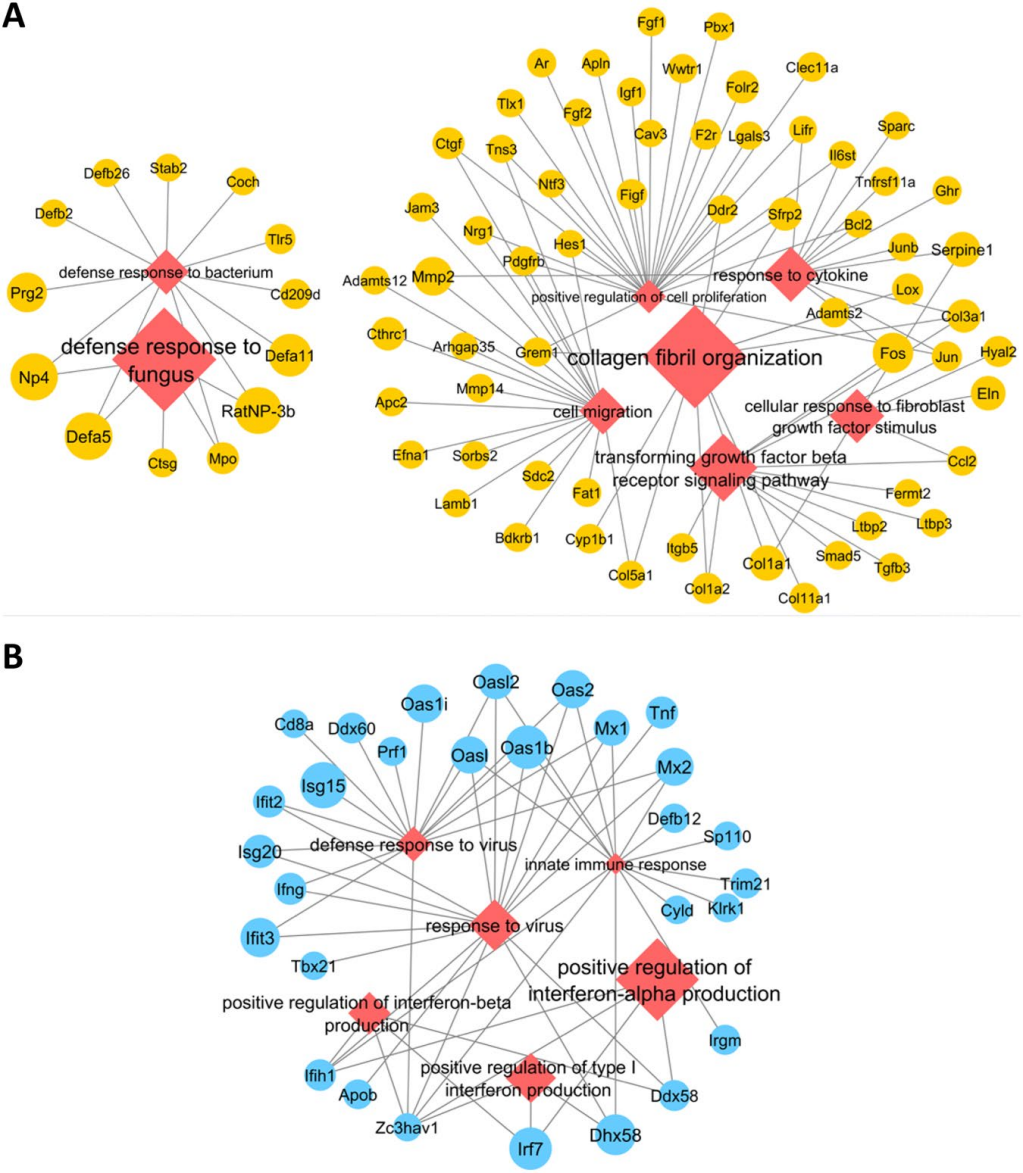
GO terms and their related genes up- or down-regulated in the spleens of PPVL rats. (**a**) The network consists of GO terms (red diamonds) and their related up-regulated genes (yellow circles). (**b**) The network consists of GO terms (red diamonds) and their related down-regulated genes (blue circles). The sizes of circles and diamonds represent the fold-change and the fold-enrichment, respectively, in the spleens of PPVL rats compared to those of sham rats.

We then performed the Kyoto Encyclopedia of Genes and Genomes Pathway Database (KEGG)-enrichment analysis with a focus on its three areas, “Cellular Processes”, “Environmental Information Processing” and “Organismal Systems”, to explore the main pathways in which these up- and down-regulated genes are involved (Fig. 1). First, we determined specific pathways in the “Cellular Processes” area with the genes up-regulated in the spleens of PPVL rats (Fig. 4A). This resulted in identification of two pathways, “*focal adhesion*” with up-regulated genes such as *Col1a1*, *Col1a2* and *Itga8* and “*regulation of actin cytoskeleton*” with up-regulated genes such as *Myh10*, *Itga8*, *Fgf1/2* and *Pdfgfrb* (Fig. 4A, Supplementary Table S1), suggesting these pathways are possibly activated in the spleens of PPVL rats.

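Itga8, the α8 integrin of smooth muscle and mesangial cells, rose from a log2 level of 8.52 ± 0.25 (SD, n = 3) in sham spleens to 9.31 ± 0.16 (SD, n = 3) in PPVL spleens (log2 fold change 0.79, standard error 0.15). Col1a2 and Col3a1, chains of type I and type III collagen, had log2 fold changes of 0.91 (standard error 0.35) and 0.92 (standard error 0.33). Myh10, a nonmuscle myosin heavy chain, had 0.62 (standard error 0.20), Pdgfrb, the receptor of platelet-derived growth factor B, 0.51 (standard error 0.18), and Fgf2 0.24 (standard error 0.08). These 5 lost the unadjusted threshold without PPVL rat 1, Col1a2 and Col3a1 also without sham rat 1 or sham rat 3, Myh10 also without PPVL rat 2 or sham rat 3, Pdgfrb also without sham rat 3, and Fgf2 also without PPVL rat 3, sham rat 1 or sham rat 2. Their lowest log2 fold changes there were 0.54 for Col1a2, 0.57 for Col3a1, 0.45 for Myh10, 0.35 for Pdgfrb and 0.20 for Fgf2. Of 12 measured smooth muscle and myofibroblast genes, 4 were higher at an unadjusted p under 0.05 and 0 lower, and 1 passed when adjusted over the list alone. That gene, Tpm2, a tropomyosin, rose by 0.55 (standard error 0.10). The median of this list was 0.26 (camera with a preset correlation, adjusted p = 2.7e-07), and the call was lost with an estimated correlation (adjusted p = 0.205). In this list 1 gene passed without PPVL rat 1, and 2 without sham rat 2 or sham rat 3. The list holds Mylk, which the paper gives as higher on these arrays, so its tests are not wholly independent evidence. For the focal adhesion genes of Supplementary Table S1, 18 were measured, all higher, and 16 were past the unadjusted threshold. For the genes given there as higher in the actin cytoskeleton pathway, 15 were measured, all higher, and 14 passed. Both sets were chosen on these arrays and are not independent evidence. The adjusted p of each named gene was 0.981 in limma.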

**Figure 4:**
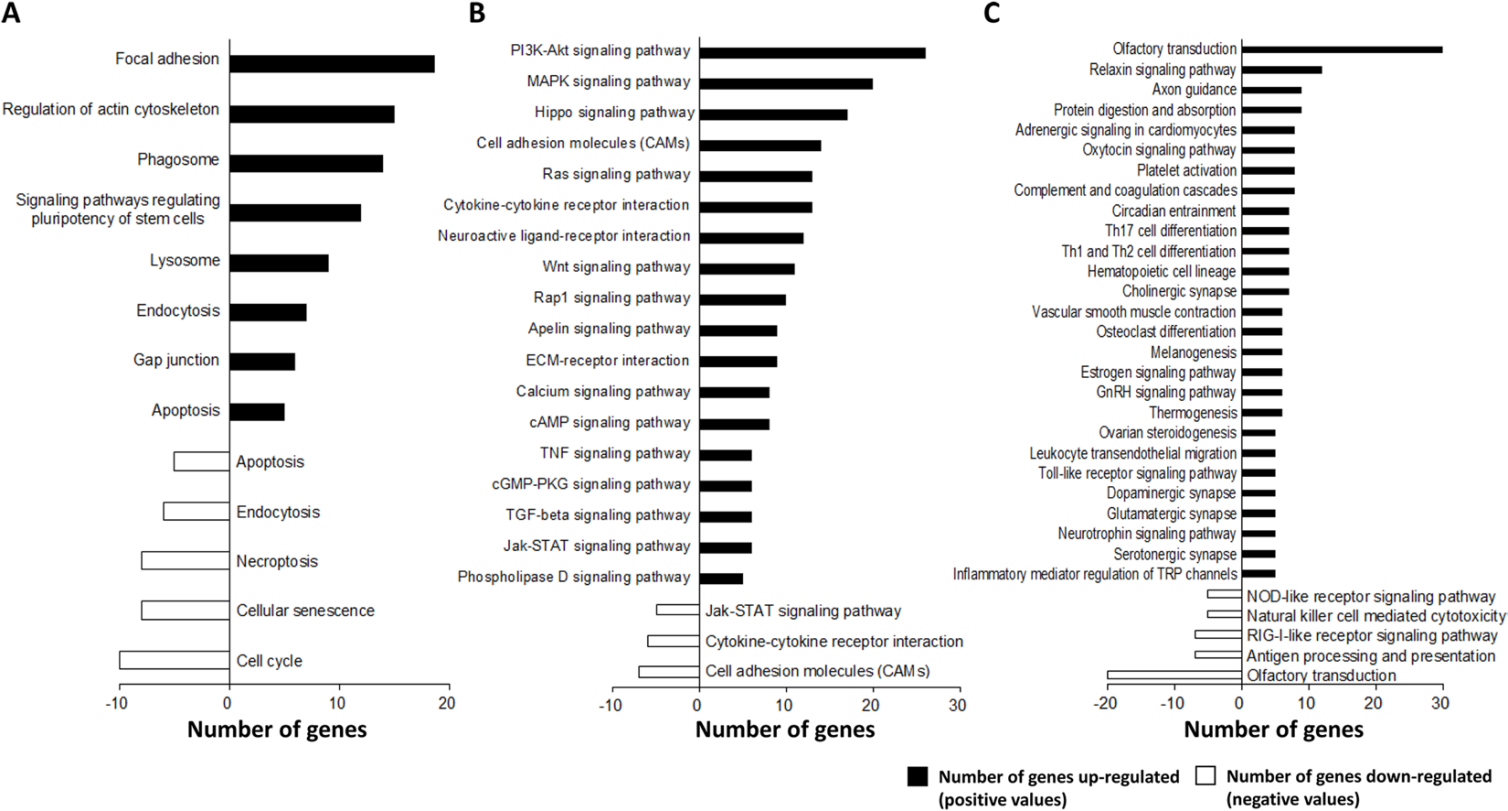
The KEGG pathways with more than five genes up- or down-regulated in three pathway areas: (**A**) “Cellular Processes”, (**B**) “Environmental Information Processing” and (**C**) “Organismal Systems”. The positive and negative numbers represent the number of genes up- and down-regulated, respectively, in the spleens of PPVL rats.

Second, we determined pathways in the “Environmental Information Processing” area with the genes up-regulated in the spleens of PPVL rats (Fig. 4B, Supplementary Table S2). 

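Of the genes that Supplementary Table S2 lists as higher in the PI3K-Akt pathway, a route from growth factor receptors and integrins to cell survival, 25 were measured here. All 25 were higher in PPVL spleens and 22 were past an unadjusted p under 0.05, with a median log2 fold change of 0.37. The 4 genes listed as lower were all lower, and 3 passed. In the MAPK pathway, 20 genes listed as higher were measured, all were higher and 19 passed, with a median log2 fold change of 0.32. The 1 measured gene listed as lower, Tnf, which encodes a tumour necrosis factor, had a log2 fold change of -0.39 (standard error 0.14). It was not past the threshold without PPVL rat 2, PPVL rat 3, sham rat 1 or sham rat 2, at -0.39 to -0.27. In these sets, 0 genes were past an adjusted p under 0.05 in limma. The sets were selected on these arrays, so the tally is not independent evidence.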

The “*phosphatidylinositol 3’-kinase (PI3K)-Akt signaling pathway”* and “*mitogen-activated protein kinase (MAPK) signaling pathway*” were identified with the first and second largest numbers of the genes up-regulated in the spleens of PPVL rats (Fig. 4B). However, the main components of the “*PI3K-Akt signaling pathway*” (i.e., PI3K isoforms and AKT) were not up-regulated (Supplementary Table S2). 

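Of 10 measured genes for PI3K isoforms and AKT, 0 were higher and 0 lower at an unadjusted p under 0.05 in limma. The log2 fold change of Akt1, the most widely expressed AKT kinase, was 0.20 (standard error 0.11), and that of Akt2 was 0.03 (standard error 0.16). Pik3ca and Pik3cb, which encode the α and β catalytic subunits, had -0.07 (standard error 0.13) and 0.10 (standard error 0.09). Pik3cd, the δ catalytic subunit of leukocytes, had 0.12 (standard error 0.12), and Pik3r1, the main regulatory subunit, a value within its standard error of 0.09 of no change. For the list the median log2 fold change was 0.04 (camera with a preset correlation, adjusted p = 0.305), and -0.02 to 0.09 without each rat in turn. A p above the threshold does not show that these genes were equal in both groups.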

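Dusp1, a phosphatase that inactivates MAPKs and is itself induced as an immediate early gene, rose from a log2 level of 9.58 ± 0.47 (SD, n = 3) in sham spleens to 10.40 ± 0.19 (SD, n = 3) in PPVL spleens. Its log2 fold change was 0.82 (standard error 0.23, adjusted p = 0.981 from limma). Dusp7, a cytoplasmic phosphatase of ERK, had 0.25 (standard error 0.09, adjusted p = 0.981) and lost the unadjusted threshold in 6 alternatives, at 0.18 to 0.27, among them those without PPVL rat 1, 2 or 3 or sham rat 3. These were the only 2 of 10 measured MAPK phosphatases past an unadjusted p under 0.05, both higher, and 0 passed when adjusted over the list alone. The paper names both as higher on these arrays, so the tests of this list are not independent evidence. The median of the list was 0.10 (camera with a preset correlation, adjusted p = 0.146), and it was 0.17 without PPVL rat 3 (adjusted p = 0.0107), 0.04 without PPVL rat 1 (adjusted p = 0.659) and 0.06 without sham rat 2 (adjusted p = 0.192). Of 9 measured genes for MAPKs and MAPK kinases, 0 were past an unadjusted p under 0.05 in limma. The JNK genes Mapk8 and Mapk9 had log2 fold changes of 0.03 (standard error 0.12) and 0.05 (standard error 0.11), and the p38 gene Mapk14 had 0.10 (standard error 0.10). The MEK genes Map2k1 and Map2k2 had -0.05 (standard error 0.08) and -0.12 (standard error 0.12). The median of this list was 0.03, and -0.04 to 0.06 without each rat in turn, and camera's direction was lower with adjusted p = 0.830.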

In the *“MAPK signaling pathway”*, neither the genes of MAPKs (i.e., *ERK*, *JNK* and *p38*) nor those of MAPK kinases (i.e., *MEK1/2*) were up-regulated in PPVL spleens, while enzymes involved in the deactivation of MAPKs (i.e., *Dusp1* and *Dusp7*) were up-regulated (Supplementary Table S2). The “*Hippo signaling pathway*” showed the third largest number of the genes up-regulated in PPVL spleens among the pathways in the “Environmental Information Processing” area (Fig. 4B). In the “*Hippo signaling pathway*”, a transcriptional coactivator *Wwtr1* (also known as TAZ) and its enhancers *Tead1/3* were significantly up-regulated with their target genes, such as *Ctgf*, *Serpine1* and *Fgf1*, up-regulated as well (Fig. 5, Supplementary Table S2), suggesting that TAZ and TEAD could be involved in controlling organ sizes and/or promoting cell growth and proliferation in PPVL-induced splenomegaly.

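Tead3, a DNA-binding partner of the coactivators YAP and TAZ, rose from a log2 level of 5.51 ± 0.09 (SD, n = 3) in sham spleens to 5.98 ± 0.09 (SD, n = 3) in PPVL spleens (log2 fold change 0.46, standard error 0.09). Wwtr1, which encodes TAZ, had 0.43 (standard error 0.14) and Tead1 0.30 (standard error 0.10). Ajuba, a scaffold protein that inhibits LATS kinases, had 0.24 (standard error 0.08). Without PPVL rat 1 these 3 genes were not past an unadjusted p under 0.05, nor were Wwtr1 and Ajuba without PPVL rat 2 or Tead1 without sham rat 3. Their log2 fold changes there were 0.38 to 0.40 for Wwtr1, 0.22 to 0.28 for Tead1 and 0.23 for Ajuba. Of 19 measured kinases, adaptors and transcription factors of the pathway, these 4 were higher at an unadjusted p under 0.05 and 0 lower, and 1 was higher when adjusted over the list alone. In this list 1 gene passed without PPVL rat 1 and 2 without PPVL rat 2, and without sham rat 3 the median was 0.03. Yap1, the coactivator related to TAZ, had 0.17 (standard error 0.10), Lats2 0.31 (standard error 0.13), and the upstream kinases Stk3 and Stk4 -0.01 (standard error 0.09) and 0.02 (standard error 0.10). The median of the list was 0.06 (camera with a preset correlation, adjusted p = 0.00136), and the call was lost with an estimated correlation (adjusted p = 0.238). All 4 genes past the threshold are in Supplementary Table S2, so the tests of this list are not independent evidence. Of the Hippo genes in Supplementary Table S2, 16 were measured, all higher, and 15 passed the unadjusted threshold, which is not independent evidence since the table was chosen on these arrays. Among them were Fzd2, a Wnt receptor, at 0.56 (standard error 0.14), Bmpr2, a receptor of bone morphogenetic proteins, at 0.27 (standard error 0.08), and Tcf7l1, a Wnt pathway transcription factor, at 0.31 (standard error 0.09). The adjusted p of each named gene was 0.981 or above in limma. From the higher Wwtr1 and Tead genes together with their target genes, the paper proposes that TAZ and TEAD could take part in the control of organ size or in cell growth and proliferation in the enlarged spleen.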

**Figure 5:**
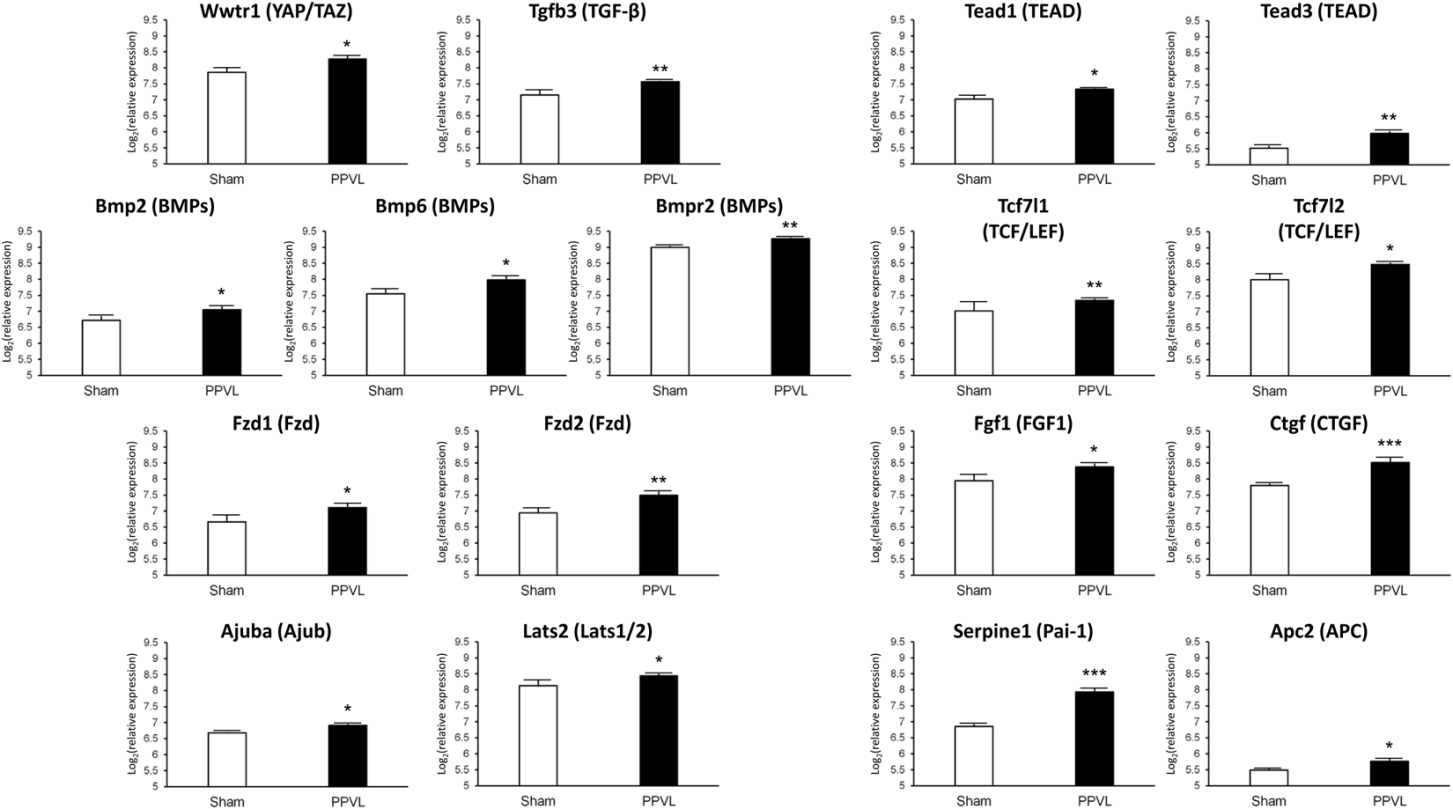
The mean relative expression of genes involved in the KEGG “*Hippo signaling pathway”*. The letters in parenthesis represent the terms cited in the “Hippo signaling pathway” on the KEGG website (http://www.genome.jp/kegg-bin/show_pathway?map04390). “*”, “**” and “***” indicate significance at p < 0.05, p < 0.01 and p < 0.001, respectively, compared to sham group.

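Of the olfactory transduction genes that Supplementary Table S3 lists as higher, 28 were measured here, 27 were higher in PPVL spleens and 21 were past an unadjusted p under 0.05. Their median log2 fold change was 0.33, and 27 of the 28 changed by less than 1.5-fold. Of the relaxin pathway genes listed as higher, a group with the matrix genes Mmp2, Col1a1 and Col3a1 and the transcription factor Fos in it, all 12 were higher and past that threshold. Their median was 0.54, and 6 changed by 1.5-fold or more. Of the axon guidance genes listed as higher, among them ephrins and semaphorins, all 9 were higher and 6 passed, with a median of 0.27. In limma, 0 genes of these sets were past an adjusted p under 0.05. The study selected the sets on these arrays, so their direction is not independent evidence.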

In the “Organismal Systems” area, we identified “*olfactory transduction*”, “*relaxin signaling pathway*” and “*axon guidance*” with the first, second and third largest numbers of the genes up-regulated in PPVL spleens among the pathways of this classification (Fig. 4C, Supplementary Table S3).

#### Genes down-regulated in the spleens of PPVL rats

Like the case for the up-regulated genes, given that the genes down-regulated were most commonly annotated to the GO term “*cytoplasm*” (Table 2), we looked into additional GO terms for the down-regulated genes related to this term. We found that these down-regulated genes were also associated with GO terms “*positive regulation of type I interferon production*” (including *Irf7* and *Dhx58*), “*positive regulation of interferons*” (including *Irf7* and *Dhx58*), “*innate immune response*” and “*response to virus*” (including *Dhx58*, *Oas1b*, *Oasl*, *Oas2*, *Oasl2*, *Mx1* and *Mx2*) (Fig. 3B).

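Interferon-stimulated genes, which encode antiviral effectors and sensors, were lower in PPVL spleens as a group. Of 46 measured genes of this list, 33 were lower at an unadjusted p under 0.05 and 0 higher, and 31 were lower when adjusted over the list alone. Dhx58, a helicase that regulates RIG-I-like receptors, was at a log2 level of 8.32 ± 0.16 (SD, n = 3) in sham and 7.42 ± 0.15 (SD, n = 3) in PPVL spleens, a log2 fold change of -0.90 (standard error 0.12, adjusted p = 0.663 from limma). Ifit3 had -0.86 (standard error 0.11, adjusted p = 0.663) and the RNA-binding antiviral Oasl2 -0.62 (standard error 0.09, adjusted p = 0.827). The antiviral GTPases Mx1 and Mx2 had -0.79 (standard error 0.16) and -0.78 (standard error 0.17), and Oasl had -0.68 (standard error 0.15), each with an adjusted p of 0.981. The median log2 fold change of the list was -0.45, and camera with a preset correlation gave an adjusted p of 1.2e-42. With an estimated correlation the adjusted p was 0.0945, which is above the threshold, and fry, which tests whether the genes move on balance one way, gave an adjusted p of 0.0221. The median lay between -0.49 and -0.42 without each rat in turn, and 26 to 31 genes were then lower. The list holds genes that the paper names as lower on these arrays, such as Irf7, Dhx58 and Mx1, so its tests are not independent evidence.

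**Figure D1:**
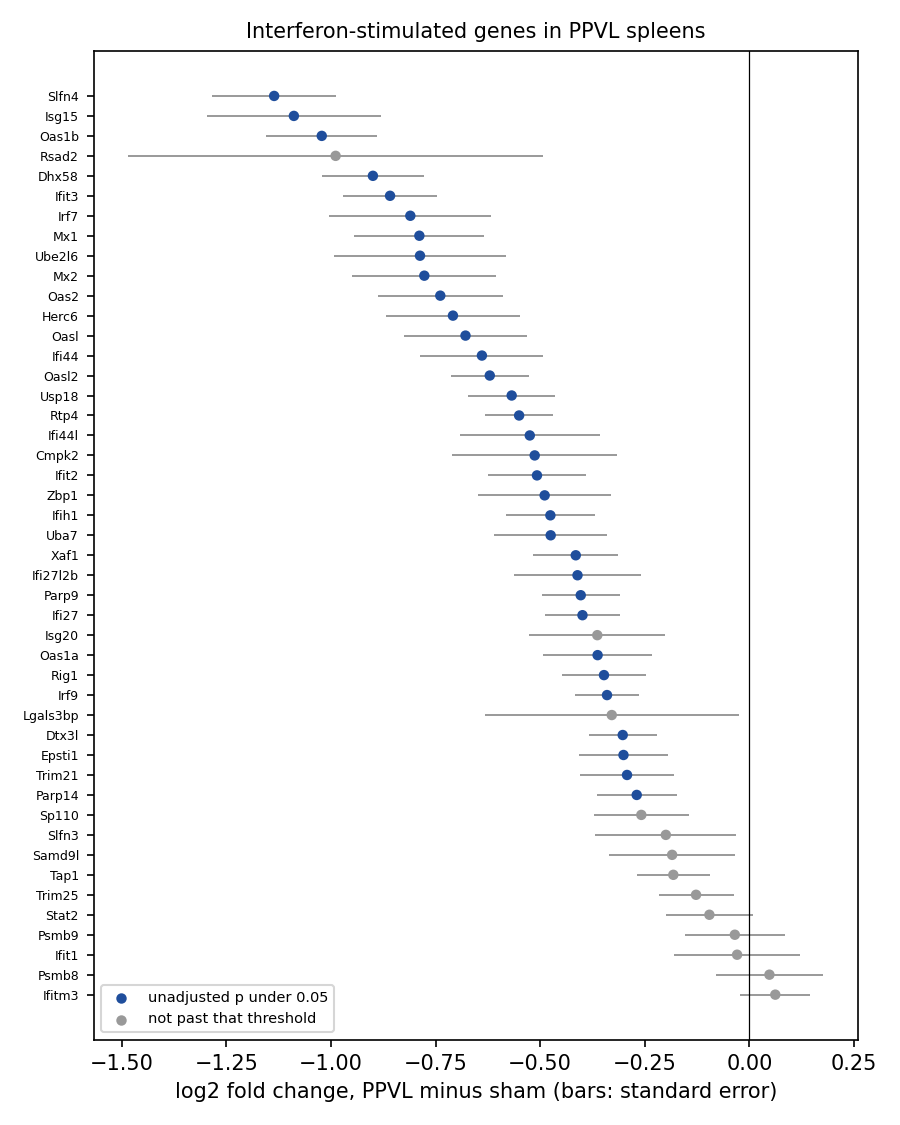
Log2 fold change, PPVL minus sham, on the horizontal axis for each of the 46 measured interferon-stimulated genes, 3 rats per group, with bars of 1 standard error. Points in blue are the 33 genes past an unadjusted p under 0.05, and 44 of the 46 points lie below 0.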

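Genes of cell division had mostly negative log2 fold changes in PPVL spleens, with large differences between rats. All 33 measured genes of mitosis had a negative log2 fold change, with a median of -0.50, and 1 was past an unadjusted p under 0.05. That gene, Cdc25c, the phosphatase that activates the mitotic kinase Cdk1, fell by 0.37 on the log2 scale (standard error 0.10). Bub1, a kinase of the spindle checkpoint, had -0.73 (standard error 0.33) and Kif2c, a mitotic kinesin, -0.57 (standard error 0.26), and neither passed. Of 36 measured genes of DNA replication, 5 were lower and 0 higher at that threshold, with a median of -0.27. Among them were Orc1, a subunit of the origin recognition complex, at -0.58 (standard error 0.22) and the polymerase subunit Pold3 at -0.31 (standard error 0.10). Orc1 lost the call without PPVL rat 1, PPVL rat 3, sham rat 1 or sham rat 2, at -0.57 to -0.39, and Pold3 without PPVL rat 3 or sham rat 2, at -0.29 to -0.25. In neither list did a gene pass when adjusted over the list alone. Camera with a preset correlation gave an adjusted p of 4.6e-12 for mitosis and 1.6e-12 for replication, and both calls were lost with an estimated correlation (adjusted p = 0.366 and 0.238). Both lists hold genes that the paper gives as lower on these arrays, such as Cdc25c and Orc1, so their tests are not independent evidence. The 28 measured erythroid genes, markers of red cell precursors, moved with the genes of both lists. Their median was -0.59, with 0 genes past an unadjusted p under 0.05 in limma. Without PPVL rat 1 the median was -0.19 for mitosis and -0.20 for the erythroid genes, and without PPVL rat 2 it was -0.79 and -1.09. It was -0.16 for replication without PPVL rat 1, and -0.94 for the erythroid genes without sham rat 3. The numbers of mitosis, replication and erythroid genes that were lower were 23, 17 and 20 without PPVL rat 2, and 11, 14 and 4 without sham rat 3. For replication they were 2 without PPVL rat 1 or sham rat 1, 1 without PPVL rat 3 and 0 without sham rat 2. Of the genes Supplementary Table S1 lists as lower, chosen on these arrays and so not independent evidence, 9 were measured for cell cycle, 8 for cellular senescence and 7 for necroptosis, and 6, 7 and 6 of these were lower and past the unadjusted threshold.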

Based on KEGG-enrichment analysis, we identified the “*cell cycle*”, “*cellular senescence*” and “*necroptosis*” pathways in the “Cellular Processes” area with the first, second and third largest numbers of the genes down-regulated in PPVL spleens (Fig. 4A, Supplementary Table S1). 

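In the cell adhesion molecule pathway of Supplementary Table S2, 7 genes listed as lower were measured, all were lower in PPVL spleens and 6 were past an unadjusted p under 0.05, while 14 listed as higher were all higher and 12 passed. In the cytokine receptor pathway, 5 genes listed as lower were measured with 4 past the threshold, and 13 listed as higher with 11 past it. Among the latter, Tgfb3, a transforming growth factor beta isoform, rose by 0.42 on the log2 scale (standard error 0.13). In the Jak-STAT pathway, 4 genes listed as lower were all lower and 3 passed, and 6 listed as higher were all higher and 4 passed. Il5ra, the interleukin receptor of eosinophils, had a log2 fold change of -0.43 (standard error 0.17) and lost the call without PPVL rat 2 or 3 or any of the sham rats, at -0.48 to -0.26. In these sets, chosen on these arrays and so not independent evidence, 0 genes were past an adjusted p under 0.05 in limma.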

In the “Environmental Information Processing” area, “*cell adhesion molecules (CAMs)*”, “*cytokine-cytokine receptor interaction*” and “*Jak-STAT signaling pathway*” were found with the most substantial numbers of the down-regulated genes, but these pathways were also identified with the genes up-regulated in the spleens of PPVL rats (Fig. 4B, Supplementary Table S2).

In the “Organismal Systems” area, similar to the genes up-regulated, the largest number of the down-regulated genes was annotated to the “*olfactory transduction*” pathway (Fig. 4C, Supplementary Table S3). 

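Of 68 measured genes with a current symbol of the olfactory receptor family Olr, 2 were higher and 2 lower in PPVL spleens at an unadjusted p under 0.05, or 5.88% of these genes. They are a small part of the family, since the annotation has renamed most olfactory receptor genes of the rat. With older symbols counted, 1156 were measured and 3.89% of them passed. Olfactory receptors are G protein-coupled receptors best known from the nose. The median log2 level of the 68 genes was 4.08, at the 8.67th percentile of all genes. Among 10000 random sets of 68 other genes matched on mean level, the share past that threshold was 0% to 7.35% in the middle 95% of sets. A share as high was found in 0.141 of the sets (one-sided resampling test over genes, not over rats). After Benjamini-Hochberg adjustment in limma, 0 of the genes passed. The share of Olr genes was 7.35% without PPVL rat 1 and without PPVL rat 3, and 8.82% without sham rat 2. In these settings 0.0179, 0.0181 and 0.0329 of the matched sets had a share as high (the same resampling over genes, not over rats). With the replicate number as a block the share was 2.94%, and 0.502 of the matched sets had one as high. The share was 0% with dim clusters left out, where 10 of the genes remained, and 4.41% to 7.35% in the other alternatives. Of the olfactory transduction genes that Supplementary Table S3 lists as lower, chosen on these arrays and so not independent evidence, 19 were measured, all were lower and 15 passed, with a median log2 fold change of -0.26.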

The “*antigen processing and presentation*” (including *RT1-T24-3*, *Ifng* and *Tfn*) and “*RIG-I-like receptor signaling pathway*” (including *Irf7*, *Isg15* and *Ddx58* also known as LGP2), which are implicated in innate immune responses^17^, followed as the second and third pathways in this area (Fig. 4C, Supplementary Table S3).

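In the antigen presentation pathway of Supplementary Table S3, the 7 genes listed as lower, with class I genes, Cd8a, Tnf and Ifng among them, were all lower in PPVL spleens and 6 were past an unadjusted p under 0.05. The 4 listed as higher, all of MHC class II, were all higher and 3 passed. Ifng, which encodes interferon gamma, had a log2 fold change of -0.39 (standard error 0.12), and was not past that threshold without PPVL rat 2, PPVL rat 3 or sham rat 2, at -0.36 to -0.31. Of 11 measured MHC class II genes, 3 were higher and 0 lower, and 0 passed when adjusted over the list alone. These were RT1-DMa (0.36, standard error 0.14) and RT1-DMb (0.24, standard error 0.08), which load peptides onto class II molecules, and RT1-DOa (0.24, standard error 0.10), which modulates them. All 3 lost the call without PPVL rat 1, RT1-DMa also without PPVL rat 2 or sham rat 3, RT1-DMb and RT1-DOa also without sham rat 1 or sham rat 2, and RT1-DOa also without PPVL rat 3 or sham rat 3, at 0.16 to 0.36. Without sham rat 1, 1 gene of the list passed. The median of the list was 0.24 (camera with a preset correlation, adjusted p = 2.1e-05), and 0.15 without sham rat 3. The call was lost with an estimated correlation (adjusted p = 0.205). The 3 genes past the threshold are in Supplementary Table S3, so the tests of this list are not independent evidence. In the RIG-I-like receptor pathway, 7 genes listed there as lower were measured, and 6 were lower and past the threshold. Both sets were chosen on these arrays and are not independent evidence. Rig1, the current symbol of Ddx58 and a sensor of viral RNA ends, had -0.35 (standard error 0.10). The adjusted p of each named gene was 0.981 in limma.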

### Transcriptional profile of miRNAs and their target genes

To examine the potential involvement of miRNAs in differential gene expression in the spleens of PPVL rats, we performed microarray analysis of miRNAs (Fig. 1). One hundred thirty-one miRNAs (with 39 miRNAs up-regulated and 92 miRNAs *down-regulated*) were differentially expressed out of 1,218 *Rattus norvegicus* miRNAs (including 728 mature and 490 pre-mature miRNAs) on the microarray. Thirty miRNAs with 22 down-regulated and 8 up-regulated showed more than 1.5-fold changes (Table 3).

**Table 3:** List of microRNAs *down-* or *up-regulated* more than 1.5-fold in the spleens of PPVL rats compared to those of sham rats.

microRNA	Average log2 value		Fold-change	*P*-value^a^
	Sham	PPVL		
***Down-regulated***				
rno-miR-3584-3p	3.14	1.44	**−3.26**	0.0115
rno-miR-141-3p	5.26	3.69	**−2.97**	0.0284
rno-let-7i-3p	5.53	4.57	**−1.94**	0.0151
rno-miR-223-5p	2.58	1.63	**−1.93**	0.0195
rno-miR-219b	2.66	1.71	**−1.93**	0.0128
rno-miR-6318	4.01	3.06	**−1.92**	0.0106
rno-miR-147	7.09	6.22	**−1.83**	0.0814
rno-miR-3564	2.48	1.65	**−1.78**	0.0184
rno-miR-34b-3p	6.13	5.31	**−1.76**	0.0183
rno-miR-664-1-5p	7.16	6.35	**−1.75**	0.0273
rno-miR-146b-3p	2.77	2.00	**−1.71**	0.01
rno-miR-1949	9.27	8.51	**−1.69**	0.0627
rno-miR-1224	9.56	8.82	**−1.67**	0.0042
rno-miR-18a-5p	11.26	10.53	**−1.66**	0.08
rno-miR-582-3p	4.36	3.63	**−1.66**	0.0041
rno-miR-551b-3p	2.26	1.53	**−1.66**	0.0452
rno-miR-20b-3p	6.06	5.35	**−1.64**	0.0514
rno-miR-130b-3p	10.86	10.25	**−1.53**	0.0702
rno-miR-1188-3p	2.65	2.04	**−1.53**	0.0693
rno-miR-770-3p	3.79	3.17	**−1.53**	0.0255
rno-miR-409a-3p	6.05	5.45	**−1.52**	0.0481
rno-miR-874-5p	3.07	2.48	**−1.51**	0.0329
***Up-regulated***				
rno-miR-541-5p	6.94	7.56	**1.53**	0.007
rno-miR-193-5p	6.49	7.13	**1.56**	0.0553
rno-miR-125b-1-3p	5.07	5.77	**1.63**	0.0287
rno-miR-411-5p	4.66	5.4	**1.67**	0.0388
rno-miR-351-3p	4.55	5.3	**1.67**	0.0386
rno-miR-31a-5p	8.02	8.97	**1.93**	0.0635
rno-miR-184	5.2	6.32	**2.17**	0.0755
rno-miR-31a-3p	1.98	3.79	**3.51**	0.0344

^a^Indicates p-values calculated by an empirical Bayes approach.

We then determined 17,216 genes as predicted target genes of the 22 *down-regulated* miRNAs using the miRGate database. From these predicted target genes, we extracted 484 genes which were up-regulated in the spleens of PPVL rats (Supplementary Table S4). 

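The copy of Supplementary Table S4 used here holds the first 260 of its 484 genes, so no set test was run on it. Of these, 244 were measured here and all were higher in PPVL spleens, with a median log2 fold change of 0.30. At an unadjusted p under 0.05, 209 passed, and 24 changed by 1.5-fold or more. In limma 0 of them were past an adjusted p under 0.05. The genes were called on these arrays before they were matched to miRNAs, so their direction is not independent evidence. The miRNA arrays were not analysed here.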

In other words, most (80.8%) of the up-regulated genes in the spleens of PPVL rats were predicted as targets of the 22 down-regulated miRNAs. Consistently, genes related to the GO terms determined above were largely predicted target genes (Table 2). They were involved in *cell migration and proliferation* (*Ctgf*, *Pdgfrb*, *Fgf1/2*, *Mmp2*, etc.) and *cellular response to fibroblast growth factor stimulus/ collagen fibril organization* (*Serpine1*, *Eln*, *Col1a1*, *Col1a2*, *Col3a1*, etc.) (Fig. 6). Likewise, these extracted target genes were associated with KEGG pathways, such as “*focal adhesion*”, “*regulation of actin cytoskeleton*” and *“Hippo signaling pathway”* (Supplementary Tables S1, S2 and S3).

**Figure 6:**
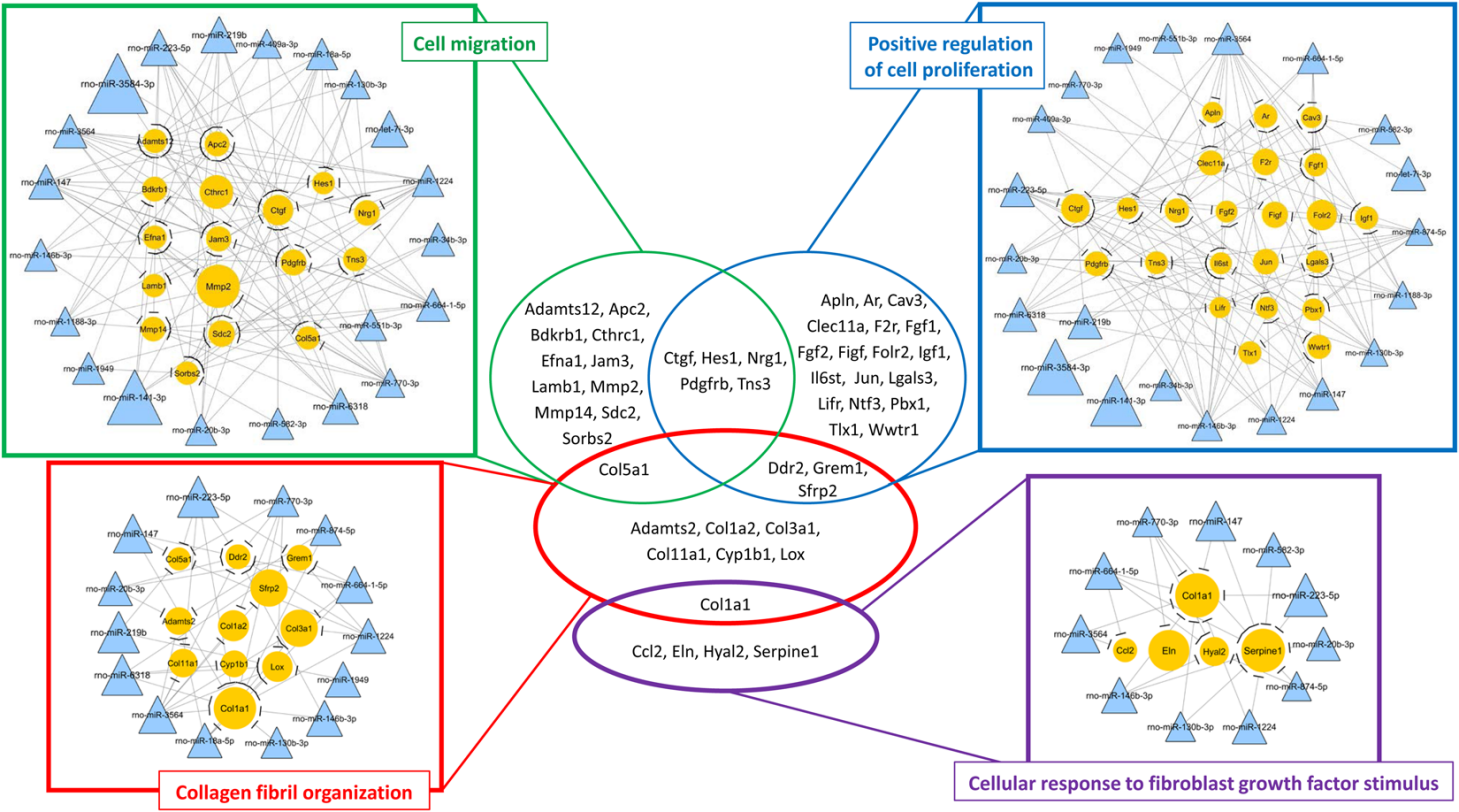
Schematic overview of the specific miRNAs-gene-function relationships identified in the up-regulated mRNA and down-regulated miRNA data analyses in the spleens of PPVL rats. The sizes of circles and triangles represent the fold-change in the spleens of PPVL rats compared to those of sham rats.

Similarly, we determined 13,034 genes as predicted target genes of the eight up-regulated miRNAs and extracted 216 genes which were down-regulated in PPVL spleens (Supplementary Table S5). These extracted genes included genes related to *the production of interferons* (*Irf7* and *Dhx58*) and *innate immune response* (*Oas1b*, *Oas2*, *Mx1* and *Mx2*) (Fig. 7, Supplementary Tables S1, S2 and S3).

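Of the 216 genes of Supplementary Table S5, 203 were measured here. In PPVL spleens 202 of them were lower, and 152 were lower at an unadjusted p under 0.05. Their median log2 fold change was -0.30, and 19 changed by 1.5-fold or more. In limma 0 of the genes were past an adjusted p under 0.05. As the table was drawn from genes called lower on these arrays, this tally is not independent evidence.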

**Figure 7:**
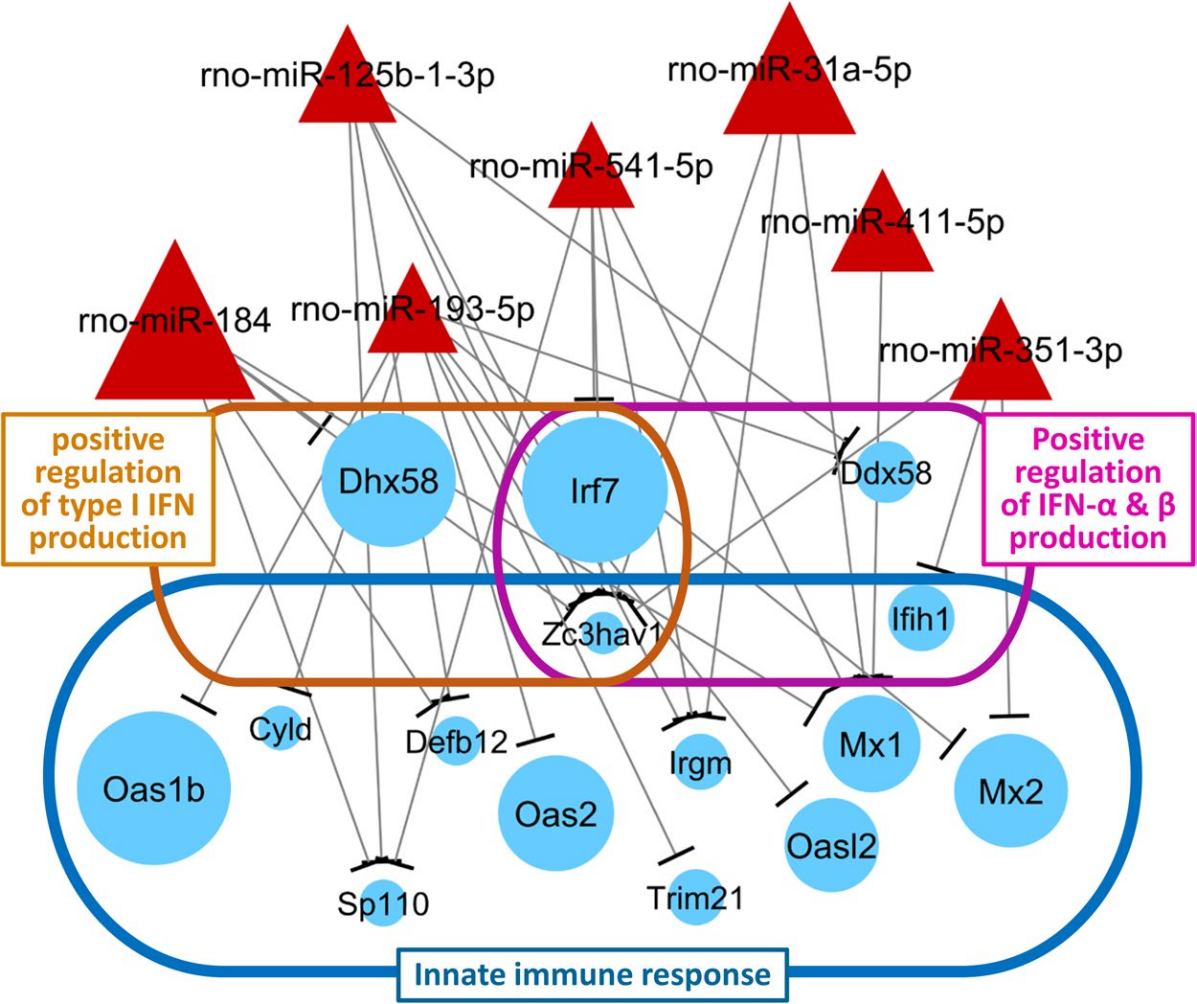
Schematic overview of the specific miRNAs-gene-function relationships identified in the down-regulated mRNA and up-regulated miRNA data analyses in the spleens of PPVL rats. The sizes of circles and triangles represent the fold-change in the spleens of PPVL rats compared to those of sham rats.

Collectively, these results have demonstrated a close connection between our target gene prediction analysis (miRNAs vs. mRNAs) and our functional annotation analysis (mRNAs vs. GO terms and KEGG pathways), providing an integrated network of miRNAs and mRNAs relevant to the pathophysiology of the spleen observed in PPVL rats.

### A significant increase in fibrosis and cell proliferation in the spleens of PPVL rats

Given that a substantial number of the up-regulated genes, most of which are potential targets of the down-regulated miRNAs, were associated with cell proliferation/migration and pro-fibrogenic signaling (Figs 3 and 6), we examined the levels of splenic fibrosis and cell proliferation in our model. Consistent with transcriptional profiles of mRNAs and miRNAs, PPVL rats demonstrated significantly increased spleen weights compared to sham rats (Fig. 8A). Splenomegaly in PPVL rats was associated with significantly increased fibrosis as indicated by Sirius red staining (Fig. 8B). In addition, significantly increased cell proliferation was observed in the spleens of PPVL rats, compared to those of sham rats (Fig. 8C). These observations of increased fibrosis and cell proliferation in enlarged spleens of PPVL rats verify the changes in profiles of miRNAs and corresponding mRNAs found in this study.

**Figure 8:**
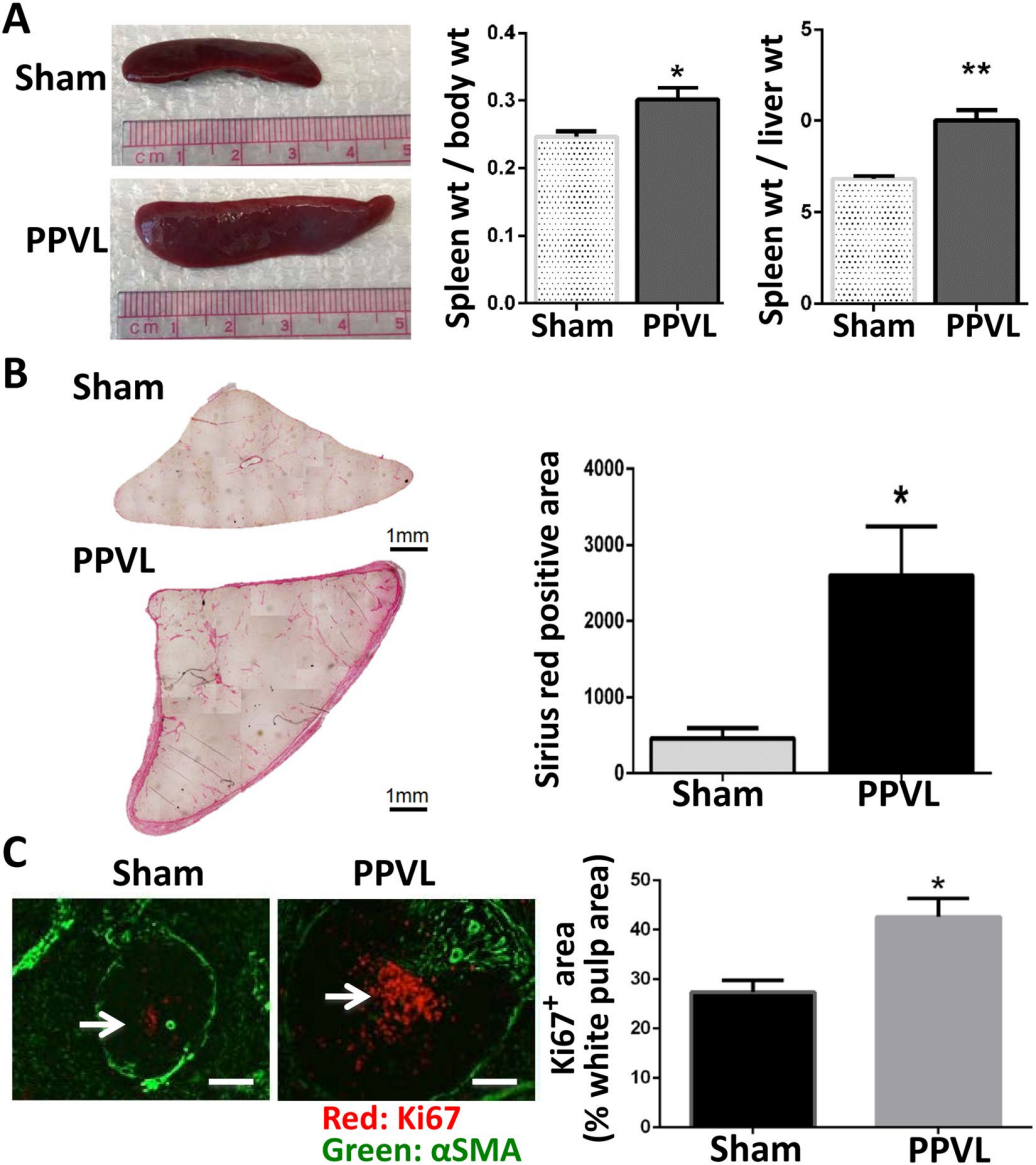
Splenomegaly is associated with increased spleen fibrosis and cell proliferation in rats. (**A**) Comparison of the spleens between sham and PPVL 10-day rats. “*” and “**” indicate significance at p < 0.01 and p < 0.001, respectively. (**B**) Sirius red images of spleens isolated from sham and 10-day PPVL rats. “*” indicates significance at p < 0.05. (**C**) Immunolabeling of Ki67 and alpha-smooth muscle actin (α-SMA). Ki67 was used as a marker for proliferation. Scale bar: 200 μm. Arrows: Ki67 positive cells in the white pulp area. “*” indicates significance at p < 0.01.

## Discussion

This is the first study to determine the integrated miRNA-mRNA network in splenomegaly and its potential roles in the underlying molecular mechanisms and biological changes. The current study has identified unique transcriptome profiles regulating biological processes in splenomegaly induced by PPVL, a model of non-cirrhotic portal hypertension. This study has determined 22 down-regulated miRNAs showing more than 1.5-fold change in the spleens of PPVL rats (Table 3), which included miRNAs that have been implicated in the promotion of fibrosis, cell proliferation and migration (e.g., *miR-141-3p*)^18–20^ and the regulation of inflammatory responses (e.g., *let-7i*, *miR-146b*)^10,11^. Further, our target prediction analysis has identified that among predicted target genes of these 22 down-regulated miRNAs, genes known to be highly involved in fibrogenic activity, cell proliferation and migration (e.g.*, Col1a1*, *Serpine1*, *Ctgf*) were up-regulated in the spleens of PPVL rats (Fig. 6). Importantly, in agreement with these transcriptome profiles, histological analyses have demonstrated increased splenic fibrosis and cell proliferation (Fig. 8). Collectively, our study has identified miRNAs and their target mRNAs, which are potentially involved in splenic fibrosis and cell proliferation observed in PPVL-induced splenomegaly.

This study has also determined 8 up-regulated miRNAs in the spleens of PPVL rats (Table 3), which included miRNAs that have been implicated in the immune response (e.g., *miR-184*, *miR-125*)^21,22^. Among predicted target genes of these up-regulated miRNAs, genes related to IFN-α and β production as well as the innate immune response (e.g.*, Irf7*, *Dhx58*, *Oas1b*, *Mx2*) were down-regulated in PPVL-induced splenomegaly (Fig. 7). In contrast, genes encoding several α-defensins (*RatNP-3b*, *Np4*, *Defa5* and *Defa11*) and *Prg2*, which have potential implications in antimicrobial and antiviral activities *in vivo*^23–25^, were significantly up-regulated (Fig. 3B), but except for *Prg2*, were not associated with the miRNAs down-regulated in the spleens of PPVL rats (Supplementary Table S4). These findings may indicate potential distinctive alterations in defense mechanisms in PPVL-induced splenomegaly with miRNA-dependent interferon-mediated antiviral activities being deactivated, but with miRNA-independent defense response by α-defensins activated. 

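Prg2 encodes the major basic protein of eosinophil granules. Its log2 level was 7.13 ± 0.21 (SD, n = 3) in sham spleens and 7.99 ± 0.72 (SD, n = 3) in PPVL spleens, a log2 fold change of 0.86 (standard error 0.34, adjusted p = 0.981 from limma). Sham and PPVL rats overlapped in it, and it was not past an unadjusted p under 0.05 without PPVL rat 2 or 3 or any of the sham rats, at 0.61 to 0.96. Of 19 measured genes of eosinophils, mast cells and basophils, 3 were higher and 1 lower at that threshold, and 2 were higher when adjusted over the list alone. Both are proteases of mast cell or basophil granules. Mcpt1 was at 3.94 ± 0.18 (SD, n = 3) in sham and 5.30 ± 0.40 (SD, n = 3) in PPVL spleens (adjusted p = 0.845), and Mcpt8l2 rose by 0.62 on the log2 scale (standard error 0.12, adjusted p = 0.981). The median log2 fold change of the list was 0.15 (camera with a preset correlation, adjusted p = 0.00163), and the call was lost with an estimated correlation (adjusted p = 0.205). In the list, 5 genes were higher without PPVL rat 1, and the 1 lower gene, Il5ra, lost its call without PPVL rat 2, PPVL rat 3 or any of the sham rats. The paper gives Prg2 and Il5ra as changed on these arrays, so the tests of this list are not independent evidence.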

Regarding α-defensins, other subtypes, α-defensin-1 and -2, are also known to induce fibroblast proliferation and fibrosis in liver and lung tissues^26–28^. Utilizing the strength of our unbiased screening approach to discover unexpected connections in biological systems, we have identified an association between up-regulated α-defensins in the spleen and splenic fibrosis. Given the role of α-defensins in fibrosis in other organ systems, this suggests a novel mechanism of portal hypertensive splenic fibrosis warranting further investigation.

Besides portal hypertension, many other pathological conditions such as infection and hematological malignancies can cause splenomegaly^2,13^. Gene expression profiles of splenomegaly may differ according to etiology. Schistosoma infection is a frequent cause of portal hypertension and subsequent splenomegaly in developing countries^29^. A whole-genome microarray analysis was performed recently in enlarged spleens of mice infected with *Schistosoma japonicum*^30^. In comparison with our results, at least three distinct gene expression profiles are noted. 

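Ccn2, the current symbol of Ctgf, encodes connective tissue growth factor, a matricellular protein. It rose from a log2 level of 7.80 ± 0.06 (SD, n = 3) in sham spleens to 8.52 ± 0.22 (SD, n = 3) in PPVL spleens (log2 fold change 0.72, standard error 0.12, adjusted p = 0.981 from limma), and it was past an unadjusted p under 0.05 in every alternative run. Fgf1, a growth factor of fibroblasts and endothelium, was at 7.94 ± 0.31 (SD, n = 3) in sham and 8.38 ± 0.13 (SD, n = 3) in PPVL spleens (log2 fold change 0.44, standard error 0.16, adjusted p = 0.981). Fgf1 was not past that threshold without PPVL rat 1, PPVL rat 2 or sham rat 3, at 0.27 to 0.42.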

First, extracellular matrix (ECM)-related gene expression (e.g., *Ctgf* and *Fgf1*) was significantly decreased in the spleens of Schistosoma-infected mice^30^, whereas these genes were significantly up-regulated in our study (Table 2, Fig. 3A). Second, in contrast with our study (Table 2, Fig. 3B), Schistosoma-induced splenomegaly was related to up-regulation of several interferon-inducible genes such as *Irf7*, *Oas2* and *Ifit2*. 

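In the PPVL spleens, Irf7, the transcription factor that amplifies type I interferon production, was at a log2 level of 9.83 ± 0.11 (SD, n = 3), below the 10.64 ± 0.39 (SD, n = 3) of sham spleens. The log2 fold change was -0.81 (standard error 0.19). Oas2, which activates the antiviral RNase L, had -0.74 (standard error 0.15), and Ifit2, which inhibits translation, had -0.51 (standard error 0.12). In all of these genes every PPVL rat was below every sham rat, which 3 rats against 3 show in a gene by chance with an exact two-sided permutation p of 0.1, the smallest they allow. The adjusted p of each was 0.981 in limma.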

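Cxcl13, the chemokine that draws B cells to follicles, was at a log2 level of 11.92 ± 0.04 (SD, n = 3) in sham spleens and 11.74 ± 0.11 (SD, n = 3) in PPVL spleens, a log2 fold change of -0.17 (standard error 0.09). Ccl19 and Ccl21, which draw T cells and dendritic cells through the receptor Ccr7, had 0.13 (standard error 0.24) and 0.11 (standard error 0.17), and Ccr7 itself had 0.13 (standard error 0.11). Of 7 measured lymphoid chemokines and receptors, 0 were past an unadjusted p under 0.05 in limma, and the median log2 fold change was 0.13 (camera with a preset correlation, adjusted p = 0.170), with 0.05 without PPVL rat 1 and 0.06 without sham rat 1. A p above the threshold does not show equal levels.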

Third, Schistosoma-induced splenomegaly showed decreased expression of lymphocyte chemokines (e.g., *Cxcl13*, *Ccl19* and *Ccl21*)^30^, while no changes were observed in our study. These differences in gene expression profiles may indicate different mechanisms underlying splenomegaly according to etiology.

Other studies also showed that splenomegaly was associated with splenic fibrosis in rats with PPVL^31^ and that mTOR signaling promoted splenomegaly in these rats^31,32^. While splenic fibrosis was in agreement with our study, our results do not implicate genes related to mTOR signaling in splenomegaly. In these previous studies, expression of phosphorylated 4E-BP1 and p70-S6K proteins, two direct downstream targets of the mTOR kinase, were used to measure the activity of mTOR^31,32^. 

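Of 28 measured genes of mTOR signaling, which couples nutrients and growth factors to cell growth, 0 were past an unadjusted p under 0.05 in limma. The median log2 fold change was 0.03 (camera with a preset correlation, adjusted p = 0.170), and 0.01 to 0.07 without each rat in turn. Rps6kb1, which encodes the S6 kinase, and Eif4ebp1, a repressor of translation that mTOR inactivates, differed by less than their standard errors of 0.09 and 0.11. In the list 2 genes were higher without sham rat 2. Akt1s1, an inhibitor in the mTOR complex, had 0.18 (standard error 0.08) and Tsc2, a brake on mTOR, 0.16 (standard error 0.08). Transcript levels do not measure the activity of the kinase.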

The discrepancy between our results and these previous findings may be due to differences between the transcriptional regulation we determined and the posttranslational regulation of downstream mTOR signaling (i.e., phosphorylated states of 4E-BP1 and p70-S6K)^31,32^.

Increased ECM levels may promote splenomegaly, since mechanical signals from the ECM (e.g., stiffness and elasticity) may help splenic cells to proliferate, differentiate and prevent cell death^33^. Mechanical signals induce activation of YAP/TAZ transcriptional coactivators, both of which are downstream transducers of the Hippo signaling pathway and essential effectors of ECM mechanical cues^34^. YAP/TAZ activity is key to the growth of organs, amplification of tissue-specific progenitor cells during tissue renewal and regeneration, and cell proliferation^34^. KEGG enrichment analysis of this study identified a substantial number of up-regulated genes that are involved in the Hippo signaling pathway, including TAZ, TEAD (a key DNA-binding platform for YAP/TAZ) and their downstream genes such as *Ctgf*, *Serpine1* and *Fgf1* (Fig. 5, Supplementary Table S2). These downstream genes are known to play substantial roles in many cellular responses and pathological processes including cell adhesion, proliferation, migration, and tissue fibrosis^34–37^. 

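Of 18 measured target genes of YAP and TAZ, taken from the cancer literature, 1 was higher at an unadjusted p under 0.05 and 0 lower. That gene was Ccn2, which also passed when adjusted over the list alone. Ccn1, the current symbol of Cyr61 and a matricellular protein, had a log2 fold change of 0.56 (standard error 0.25), Ccdc80, a matrix protein, 0.36 (standard error 0.15), and Amotl2, an inhibitor of YAP, 0.19 (standard error 0.11), and none of these 3 passed. In all, 17 of the 18 genes had a positive log2 fold change, with a median of 0.18. Camera with a preset correlation gave an adjusted p of 2.1e-06, and the call was lost with an estimated correlation (adjusted p = 0.205). The list holds Ctgf (Ccn2) and Lats2, which the paper gives as higher on these arrays, so its tests are not independent evidence. The number of genes past the unadjusted threshold was 3 without PPVL rat 1, 4 without PPVL rat 2 or sham rat 2, and 5 without sham rat 1.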

Further studies linking the Hippo signaling pathway and YAP/TAZ activation to increased splenic fibrosis and cell proliferation may provide a novel mechanistic insight into PPVL-induced splenomegaly.

One previous study using microarray determined gene expression profiles in blood samples from patients with idiopathic portal hypertension^38^. The study showed up-regulation of genes that are involved in the actin cytoskeleton, actin binding and cytoskeletal protein binding^38^ as well as down-regulation of genes primarily related to the immune system, suggesting immunological abnormalities in idiopathic portal hypertension^38^. Similarly, our functional annotation analyses indicated increased actin cytoskeleton (Fig. 4A) and immunological abnormalities (Fig. 3) in the spleens of PPVL rats. These similarities in gene expression profiles may suggest that mRNAs identified in human blood samples are potentially derived from the spleen.

Another study performed microarray analysis of miRNAs in splenic macrophages associated with hypersplenism due to portal hypertension in patients with hepatitis B virus (HBV)-related cirrhosis, and identified 99 differentially expressed miRNAs in splenic macrophages of portal hypertensive patients^39^. Those miRNAs included *hsa-miR-184* and *hsa-let-7i*. We found that their corresponding rat miRNAs were also differentially expressed in the spleens of PPVL rats (Table 3) and were associated with mRNAs involved in cell proliferation and innate immune responses (Figs 6 and 7, Supplementary Tables S4 and S5). In these human splenic macrophages, only one miRNA, *has-miR-615–3p*, was significantly up-regulated^39^. *has-miR-615-3p* represses expression of ligand-dependent nuclear receptor corepressor, which is a derepressor of peroxisome proliferator-activated receptor gamma^40^. In rats, no miRNA corresponding to *hsa-miR-615–3p* has been identified in the database at miRbase (http://www.mirbase.org/). Therefore, this study was not able to verify differential expression of *miR-615-3p* in the spleens of PPVL rats.

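The annotation has renamed most olfactory receptor genes of the rat. With genes counted whose older symbol starts with Olr, a choice made after the data were seen, 1156 olfactory receptor genes were measured. At an unadjusted p under 0.05, 27 of them were higher and 18 lower in PPVL spleens, 3.89% of the family, below the 4.23% of all genes. In 10000 random sets of 1156 other genes matched on mean level, the share was 1.82% to 3.20% in the middle 95% of sets. A share as high was found in 5e-04 of the sets (one-sided resampling test over genes, not over rats). In limma 0 of these genes were past an adjusted p under 0.05. The median log2 level of the family was 4.00, at the 7.77th percentile of all genes. Or4a66c, the receptor with the smallest p-value and chosen after its values were seen, had a log2 fold change of 0.51 (standard error 0.09, adjusted p = 0.981 from limma).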

Another interesting observation in our study is that a considerable number of olfactory receptor genes involved in the *“olfactory transduction”* pathway were up- and down-regulated in the spleens of PPVL rats (Fig. 4C, Supplementary Table S3). Given that olfactory receptors may play a role in non-chemosensory tissues^41^ and that these receptors have been found outside the olfactory system including the spleen^42,43^, an identification of their ligands and signal transduction in the spleen may provide a new insight into the functional significance of olfactory receptors.

Lastly, of note is the recent direction of developing computational models for prediction of disease-associated miRNAs. Computational models are increasingly considered as an important means for identification of novel miRNA-disease associations and are expected to significantly reduce the time and cost of biological experiments^44^. For example, Chen *et al*. recently proposed several computational models for miRNA-disease associations^45–48^. One of them is the Bipartite Network Projection for miRNA-Disease Association prediction (BNPMDA) model based on the rating-integrated bipartite network recommendation and known miRNA-disease associations^46^. In this model, using agglomerative hierarchical clustering, they constructed bias ratings between miRNAs and diseases based on miRNA functional similarities and disease semantic similarities. With confirmation of its effectiveness by several validation analyses, they concluded that the BNPMDA model could be an effective computational model for prediction of potential miRNA-disease associations at a high accuracy level.

As also shown in the BNPMDA model, the development of computational models rests on experimentally verified miRNA-disease associations^44^. Currently, however, data volumes of miRNA-disease associations identified by experimental methods are limited. In addition, because there is no information available regarding the miRNA-associated regulation of mRNA expression in portal hypertension-induced splenomegaly, this study provides useful information for further prediction of miRNAs related to the pathophysiology of the spleen in portal hypertension as well as non-cirrhotic portal hypertension-related miRNAs, and thus contributes to unmet needs for accumulation of data on miRNA-disease associations.

In conclusion, we have identified a wide range of gene expression profiles, leading to unique biological consequences, such as splenic fibrosis and cell proliferation as well as potential alterations in immune responses, in PPVL-induced splenomegaly. The novel pathways discovered in this study provide the foundation for future targeted investigation into the mechanisms of splenomegaly in portal hypertension.

## Methods

### Animal experiments

All animal experiments were approved by the Institutional Animal Care and Use Committees of Yale University and the Veterans Affairs Connecticut Healthcare System and were performed in accordance with the National Institutes of Health *Guide for the Care and Use of Laboratory Animals*.

A total of six male Sprague–Dawley rats weighing 300–350 g were used. PPVL or sham surgery was performed in 3 rats each, as described previously^49^. In brief, after midline abdominal incision under anesthesia, the portal vein was separated from surrounding tissue. A 3-0 silk suture was tied around the portal vein and a 20-gauge blunt-end needle lying along it. Subsequent removal of the needle yielded a calibrated stenosis of the portal vein. In sham-operated rats, the same operation was performed, but no suture was placed. Spleens were collected ten days after surgery when portal hypertension and splenomegaly were fully established in rats with PPVL.

### Histological assessment

Formalin-fixed and paraffin-embedded spleen tissue blocks were cut into 5-μm-thick sections. Sections were stained with hematoxylin and eosin (H&E) solution for histopathological analysis and also with Sirius red to assess splenic collagen content. These histological assessments were conducted according to the methods we previously reported^50,51^. Immunostaining was performed for Ki67 (Abcam, Cambridge, MA) to determine proliferating cells and alpha-smooth muscle actin (α-SMA) (a marker of myofibroblasts and fibroblastic reticular cells) (Dako, Carpinteria, CA). Sections were visualized by light microscopy and images were acquired using an Olympus camera (Olympus, Japan) and Zeiss fluorescence microscopy (Zeiss, Germany). Analysis of digitized images was performed using ImageJ and Prism software.

### Isolation of total RNA including miRNA from spleen specimens

Total RNA including miRNA was isolated from approximately 50 mg of frozen whole spleens of PPVL and sham rats using the TRIzol reagent (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s instructions. Purified RNA quantity and quality were determined by measuring the ratio of absorbance at 260 nm to that at 280 nm (A260/A280) using a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific) and by on-chip capillary electrophoresis using Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). We used the samples with the A260/A280 ratio of >1.9 and with the RNA integrity number of >9 for microarray analyses.

### Microarray hybridization

cRNA synthesis and whole genome microarray analysis were carried out at the Yale Center for Genomic Analysis (Yale University). Single-stranded cDNA was synthesized by reverse transcription using poly(A) RNA present in starting total RNA samples. Single-stranded cDNA was then converted into double-stranded cDNA and purified using Affymetrix Sample Cleanup Module (Thermo Fisher Scientific). *In vitro* transcription reaction was then carried out overnight in the presence of biotinylated UTP and CTP to produce biotin-labeled cRNA from the double-stranded cDNA. The resulting cRNA was fragmented in the presence of heat and Mg^2+^ before hybridization to the test array. Microarray analyses of mRNAs and miRNAs were performed using Affymetrix GeneChip^®^ Rat Gene 2.0 ST Array (Thermo Fisher Scientific) and GeneChip^®^ miRNA 4.0 Array (Thermo Fisher Scientific) in conjugation with the FlashTag^®^ Biotin HSR RNA Labeling Kit (Thermo Fisher Scientific), respectively. All reactions and hybridizations were carried out according to the manufacturer’s protocol. These arrays were washed with the GeneChip^®^ Fluidics Station 450 (Thermo Fisher Scientific) and scanned with the GeneChip^®^ Scanner 3000 (Thermo Fisher Scientific).

### Microarray data analysis

Differentially expressed transcripts (DETs) were analyzed with Transcriptome Analysis Console 4.0 (Thermo Fisher Scientific) (Fig. 1). The Robust Multiarray Average algorithm was used for normalization of the data to generate a single expression value for each probe set. Normalized expression values were log_2_-transformed, and empirical Bayes analysis^52^ was performed for differential expression analysis. We identified DETs using the following selection criteria: an empirical Bayes approach with a significance criterion of p < 0.05 (for mRNAs) or < 0.10 (for miRNAs) and a threshold fold change cut off value of >|1| (for mRNAs) or >|1.5| (for miRNAs) in the spleens of PPVL rats compared to those of sham rats. Our purpose was to determine a comprehensive profile of DETs in whole spleen tissues rather than specific cell populations. Therefore, more stringent selection criteria were not used to determine reproducible gene lists^53^ and to avoid limiting the datasets unnecessarily^54^. We displayed DETs in a scatter plot and heatmap with dendrogram where a distance metric was the Euclidean distance, and the distances between clusters were computed using the complete linkage method to profile gene expression patterns in the spleens of PPVL rats compared to those of sham rats.

### Functional annotation

We first converted all Affymetrix transcript cluster IDs of mRNAs to the corresponding Entrez gene IDs using DAVID version 6.8 (https://david.ncifcrf.gov/home.jsp)^55^ (Fig. 1) with the use of *Rattus norvegicus* genome as the background list for over-representation analysis. Next, we performed enriched GO analysis using the DAVID^55^ (Fig. 1) to categorize identified genes (i.e., DETs) into biological functions (specific ontology ‘terms’) constructed by biological process, molecular function and cellular component^15,16^. Significantly enriched biological processes with Benjamini’s corrected p-values of <0.05 were determined using the DAVID Functional Annotation Tool. The fold enrichment was also calculated by the ratio of the number of genes in the gene set to the expected number in the category based on the human database^55^. We also used the Cytoscape software (http://www.cytoscape.org/index.html) to visualize the results of GO analyses (Fig. 3). To determine main biological pathways in which up- or down-regulated genes are involved, pathway analysis was performed using a major public pathway-related database, KEGG (http://www.genome.jp/kegg/) (Fig. 1). In this pathway analysis, we looked into three areas of the KEGG Pathway Database, “Cellular Processes”, “Environmental Information Processing” and “Organismal Systems”, which are closely related to physiological and pathophysiological processes, and determined specific pathways that contain more than five genes up- or down-regulated in the spleens of PPVL rats.

### miRNA target prediction

Target genes for differentially expressed miRNAs were identified using miRGate (http://mirgate.bioinfo.cnio.es/miRGate/) that is composed of all gene information from EnsEMBL (http://useast.ensembl.org/index.html) and all miRNA data from miRbase (http://www.mirbase.org/) and that processes data using 5 computational tools (miRanda, RNAHybrid, Pita, microtar and Targetscan) and 4 validation tools (Mirtarbase, Mirecords, Tarbase and OncomiRDB)^56^. We used the miRGate database because it contains the most substantial number of rat miRNA sequences for prediction with a high degree of accuracy^56^. For target gene prediction, we focused on miRNAs that were differentially expressed in the spleens of PPVL rats with a fold-change of 1.5 or more. We extracted the genes which were up- and down-regulated in the spleens of PPVL rats from target genes predicted by miRGate of down- and up-regulated miRNAs, respectively. This process also revealed how much genes identified in PPVL spleens were identical with predicted target genes. Similarly, we looked into genes related to the GO terms and KEGG pathways determined as described above and verified that they were also largely predicted traget genes (Fig. 1).

## Electronic supplementary material

Supplementary Table S1

Supplementary Table S2.

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Figure S1

Supplementary Figure S2

## Data Availability

The datasets generated and/or analyzed in this study are available in the National Center for Biotechnology Information Gene Expression Omnibus repository with unique persistent identifiers of NCBI tracking system accession numbers: GSE113613 and GSE113612, and hyperlinks to the datasets are provided below. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113613. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113612.

# Supplementary material for: Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats
**Source:** Sci Rep. 2018 Dec 20;8:17983. doi: 10.1038/s41598-018-36297-0
**Supplement:** Supplementary file 1 — Supplementary Table S1

**Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats.**

Junji Saruwatari^1,^ *, Chao Dong^1, 2,^ *, Teruo Utsumi^3^, Masatake Tanaka^1^, Matthew McConnell^1^, Yasuko Iwakiri^1, #^.

3. VA CT Healthcare System, West Haven, CT

* Equal contributions.

**Supplementary Table S1. List of the top three KEGG pathways involved in “Cellular Processes” sorted by the number of genes, separated by genes up- and down-regulated in the spleens of PPVL rats.**

| **KEGG No.** | **Pathway** | **Fold Change** | **Up-regulated** |  | **Down-regulated** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **KEGG term^a^:** Gene Name |  | **KEGG term^a^:** Gene Name | |
| **First pathway in up-regulated genes** | | | | | | |
| rno04510 | Focal adhesion | >2.0 | ― |  | ― | |
|  |  | >1.5 | **ECM:** Col1a1; **ITGA:** Itga8 |  | ― | |
|  |  | >1.0 | **ECM:** Col1a2, Col4a5, Thbs2, Lamb1, Lama4;  **GF:** Igf1, Figf, Vegfb; **ITGA:** Itga1; **ITGB:** Itgb5;  **Caveolin:** Cav3; **RTK:** Pdgfrb; **RhoGAP:** Arhgap35; **Parvin:** Parva; **MLCK:** Mylk; **c-Jun:** Jun; **Bcl-2:** Bcl2 |  | ― | |
| **Second pathway in up-regulated genes** | | | | | |  |
| rno04810 | Regulation of actin cytoskeleton | >2.0 | ― |  | ― | |
|  |  | >1.5 | **ITG:** Itga8; **MyosinII:** Myh10 |  | ― | |
|  |  | >1.0 | **GF:** Fgf1, Fgf2; **RTK:** Pdgfrb; **F2R/CD14:** F2r, Cd14; **ITG:** Itga1, Itgb5; **GPCR:** Bdkrb1; **Gβγ:** Gng12; **Mena:** Enah; **GRLF1:** Arhgap35; **APC:** Apc2; **MLCK:** Mylk |  | **GSN:** Scin | |
| **Third pathway in up-regulated genes** | | | | | | |
| rno04145 | Phagosome | >2.0 | ― |  | **MHC-I:** RT1-T24-3 | |
|  |  | >1.5 | **MPO:** Mpo |  | ― | |
|  |  | >1.0 | **MHC-II:** RT1-DMa, RT1-DMb, RT1-DOa, RT1-Ha; **vATPase:** Atp6v0e2; **TUBB:** Tubb6; **Collectins:** Colec12; **αVβ5:** Itgb5; **TSP:** Thbs2; **CD14:** Cd14; **DCSIGN:** Cd209b, Cd209c, Cd209d |  | **MHC-I:** RT1-M1-2, RT1-M1-4, RT1-S3 | |
| **First pathway in down-regulated genes** | | | | | | |
| rno04110 | Cell cycle | >2.0 | ― |  | ― | |
|  |  | >1.5 | ― |  | **ORC/Orc1:** Orc1 | |
|  |  | >1.0 | **TGFβ:** Tgfb3 |  | **GADD45:** Gadd45b; **Chk1, 2:** Chek2; **Mad2:** Mad2l1; **CDK2:** Cdk2; **Cdc25B,C:** Cdc25c; **HDAC:** Hdac1l; **ORC/Orc6:** Orc6; **MCM/Mcm4:** Mcm4; **Cdc7:** Cdc7 | |
| **Second pathway in down-regulated genes** | | | | | | |
| rno04218 | Cellular senescence | >2.0 | ― |  | **HLA-G:** RT1-T24-3 | |
|  |  | >1.5 | **PAI-1:** Serpine1 |  | ― | |
|  |  | >1.0 | **TGFβ:** Tgfb3 |  | **HLA-G:** RT1-M1-2, RT1-M1-4, RT1-S3; **MRE11:** Mre11a; **CHK2:** Chek2; **GADD45:** Gadd45b; **CDK2:** Cdk2 | |
| **Third pathway in down-regulated genes** | | | | | | |
| rno04217 | Necroptosis | >2.0 | ― |  | ― | |
|  |  | >1.5 | ― |  | ― | |
|  |  | >1.0 | **Bcl2:** Bcl2 |  | **TNF:** Tnf; **INF:** Ifng; **IRF9:** Irf9; **CYLD:** Cyld; **ZBP1:** Zbp1; **H2AX:** Hist3h2a; **tAIF:** Aifm1; **ESCRET-III:** RGD1566265 | |

**“^a^”** denotes the KEGG terms cited on the KEGG pathway map (http://www.genome.jp/kegg/pathway.html).

The underlined genes represent the predicted targets for up- or down-regulated miRNAs in the spleen of PPVL rats.

# Supplementary material for: Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats
**Source:** Sci Rep. 2018 Dec 20;8:17983. doi: 10.1038/s41598-018-36297-0
**Supplement:** Supplementary file 2 — Supplementary Table S2.

**Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats.**

Junji Saruwatari^1,^ *, Chao Dong^1, 2,^ *, Teruo Utsumi^3^, Masatake Tanaka^1^, Matthew McConnell^1^, Yasuko Iwakiri^1, #^.

3. VA CT Healthcare System, West Haven, CT

* Equal contributions.

**Supplementary Table S2. List of the top three KEGG pathways involved in “Environmental Information Processing” sorted by the number of genes, separated by genes up- and down-regulated in the spleens of PPVL rats.**

| **KEGG No.** | **Pathway** | **Fold Change** | **Up-regulated** |  | **Down-regulated** |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **KEGG term^a^:** Gene Name |  | **KEGG term^a^:** Gene Name |
| **First pathway in up-regulated genes** | | | | | |
| rno04151 | PI3K-Akt signaling pathway | >2.0 | ― |  | ― |
|  |  | >1.5 | **ECM:** Col1a1; **ITGA:** Itga8 |  | **BRCA1:** Brca1; **PERCK:** Pck2 |
|  |  | >1.0 | **GF:** Igf1, Fgf1, Vegfb, Figf, Fgf2, Ntf3, Efna1;  **ECM:** Col1a2, Col4a5, Lamb1, Lama4, Thbs2;  **RTK:** Pdgfrb, Flt3; **CytokineR:** Ghr;  **ITGA:** Itga1; **ITGB:** Itgb5; **GPCR:** Lpar1, F2r; **Gβγ:** Gng12; **CTMP:** Them4; **GYS:** Gys1; **CREB:** Creb3l2; **Bcl-2:** Bcl2 |  | **Gβγ:** Gng5; **CDK:** Cdk2 |
| **Second pathway in up-regulated genes** | | | | | |
| rno04010 | MAPK signaling pathway | >2.0 | **c-fos:** Fos |  | ― |
|  |  | >1.5 | ― |  | ― |
|  |  | >1.0 | **GF:** Igf1, Fgf1, Fgf2, Vegfb, Figf, Ntf3, Efna1; |  | **TNF:** Tnf; **CADD45:** Cadd45b |
|  |  |  | **RTK:** Pdgfrb, Flt3; **CACN;** Cacna1c, Cacna2d1; **G12:** Gng12; **MKP:** Dusp1, Dusp7; **TGFB:** Tgfb3; **CD14:** Cd14; **MEKK2/3:** Map3k3; **c-JUN:** Jun; **MEF2C:** Mef2c |  |  |
| **Third pathway in up-regulated genes** | | | | | |
| rno04390 | Hippo signaling pathway | >2.0 | ― |  | ― |
|  |  | >1.5 | **CTGF:** Ctgf; **Pai-1:** Serpine1 |  | ― |
|  |  | >1.0 | **YAP/TAZ:** Wwtr1, **TGF-β:** Tgfb3; **BMPs:** Bmp2, Bmp6; **BMPRs:** Bmpr2; **Fzd:** Fzd1, Fzd2**; Ajub:** Ajuba; **Lats1/2:** Lats2; **TEAD:** Tead1, Tead3; **TCF/LEF:** Tcf7l1, Tcf7l2; **FGF1:** Fgf1; **APC:** Apc2 |  | ― |
| **First pathway in down-regulated genes** | | | | | |
| rno04514 | Cell adhesion molecules (CAMs) | >2.0 | ― |  | **MHC-I:** RT1-T24-3 |
|  |  | >1.5 | **NCAM:** Ncam1; **ITGA:** Itga8 |  | ― |
|  |  | >1.0 | **MHC-II:** RT1-Ha, RT1-DOa, RT1-DMb,  RT1-DMa; **B7H3:** Cd276; **SN:** Siglec1;  **CTLA4:** Ctla4; **JAM1:** F11r; **JAM3:** Jam3; **ESAM:** Esam; **SDC:** Sdc2; **MPZ:** Mpzl1 |  | **MHC-I:** RT1-M1-4, RT1-S3, RT1-M1-2; **CD8:** Cd8a; **CD226:** Cd226; **SELP:** Selp |
| **Second pathway in down-regulated genes** | | | | | |
| rno04060 | Cytokine-cytokine receptor interaction | >2.0 | ― |  | ― |
|  |  | >1.5 | ― |  | ― |
|  |  | >1.0 | **CCL2:** Ccl2; **IL6ST:** Il6st; **LIFR:** Lifr; **GHR:** Ghr; **PDGFRB:** Pdgfrb; **VEGFB:** Vegfb; **VEGFC/D:** Figf; **FLT3:** Flt3; **SF11A:** Tnfrsf11a; **TGFB3:** Tgfb3; **BMP2:** Bmp2; **BMPR2:** Bmpr2; **IL17RB:** Il17rb |  | **CCR5:** Ccr5; **IL5RA:** Il5ra; **TPO:** Thpo; **TNFSF7:** Ifng; **TNF:** Tnf; **TNFSF7:** Cd70 |
| **Third pathway in down-regulated genes** | | | | | |
| rno04630 | Jak-STAT signaling pathway | >2.0 | ― |  | ― |
|  |  | >1.5 | ― |  | ― |
|  |  | >1.0 | **Receptor:** Il6st, Pdgfrb, Ghr, Lifr; **SLIM:** Fhl1; **Bcl-2:** Bcl2 |  | **Cytokine:** Ifng; **Hormone:** Thpo; **Receptor:** Il5ra; **IRF9:** Irf9; **AOX:** Aox4 |

**“^a^”** denotes the KEGG terms cited on the KEGG pathway map (http://www.genome.jp/kegg/pathway.html).

The underlined genes represent the predicted targets for up- or down-regulated miRNAs in the spleen of PPVL rats.

# Supplementary material for: Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats
**Source:** Sci Rep. 2018 Dec 20;8:17983. doi: 10.1038/s41598-018-36297-0
**Supplement:** Supplementary file 3 — Supplementary Table S3

**Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats.**

Junji Saruwatari^1,^ *, Chao Dong^1, 2,^ *, Teruo Utsumi^3^, Masatake Tanaka^1^, Matthew McConnell^1^, Yasuko Iwakiri^1, #^.

3. VA CT Healthcare System, West Haven, CT

* Equal contributions.

**Supplementary Table S3. List of the top three KEGG pathways involved in “Organismal Systems” sorted by the number of genes, separated by genes up- and down-regulated in the spleens of PPVL rats.**

| **KEGG No.** | **Pathway** | **Fold Change** | **Up-regulated** |  | **Down-regulated** |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **KEGG term^a^:** Gene Name |  | **KEGG term^a^:** Gene Name |
| **First pathway in up-regulated genes** | | | | | |
| rno04740 | Olfactory transduction | >2.0 | ― |  | ― |
|  |  | >1.5 | **R:** Olr1194 |  | ― |
|  |  | >1.0 | **R:** Olr927, Olr922, Olr921, Olr844, Olr74, Olr515, Olr463, Olr458, Olr454, Olr318, Olr29, Olr1768, Olr1737, Olr1654, Olr1612, Olr1566, Olr1538, Olr1428, Olr1394, Olr1385, Olr1356, Olr1355, Olr1319, Olr131, Olr1244, Olr1192, Olr1058, Olfr808; **PKG:** Prkg1 |  | **R:** Olr94, Olr906, Olr84, Olr839, Olr808, Olr80, Olr693, Olr691, Olr658, Olr640, Olr444, Olr19, Olr186, Olr1751, Olr1749, Olr1643, Olr1591, Olr115, Olr108;  **GC-D:** Gucy2e |
| **Second pathway in up-regulated genes** | | | | | |
| rno04926 | Relaxin signaling pathway | >2.0 | **MMP2:** Mmp2; **AP1:** Fos |  | ― |
|  |  | >1.5 | **Collagen:** Col1a1, Col3a1 |  | ― |
|  |  | >1.0 | **AC:** Adcy5; **Gβγ:** Gng12; **Collagen:** Col1a2, Col4a5; **CREB:** Creb3l2; **VEGF:** Figf, Vegfb; **AP1:** Jun |  | **Gβγ:** Gng5 |
| **Third pathway in up-regulated genes** | | | | | |
| rno04360 | Axon guidance | >2.0 | ― |  | ― |
|  |  | >1.5 | ― |  | ― |
|  |  | >1.0 | **Ephrin-A:** Efna1; **Ephrin-B:** Efnb3; **Slit2:** Slit2; **Sema4D:** Sema4a, Sema4g; **Sema6:** Sema6d; **UNC-5:** Unc5c; **BMPRII:** Bmpr2; **Mena:** Enah |  | **Ablim:** Ablim2 |
| ***First pathway in down-regulated genes: same as first pathway in up-regulated genes (i.e., rno04740 “Olfactory transduction”)*** | | | | | |
| **Second pathway in down-regulated genes** | | | | | |
| rno04612 | Antigen processing and presentation | >2.0 | ― |  | **MCHI:** RT1-T24-3 |
|  |  | >1.5 | ― |  | ― |
|  |  | >1.0 | **HLA-DM/MCHII:** RT1-DMa, RT1-DMb; **MCHII:** RT1-DOa, RT1-Ha |  | **IFNγ:** Ifng, **TNFα:** Tnf; **MCHI:** RT1-M1-2, RT1-M1-4, RT1-S3; **CD8:** Cd8a |
| **Third pathway in down-regulated genes** | | | | | |
| rno04622 | RIG-I-like receptor signaling pathway | >2.0 | ― |  | **IRF-7:** Irf7; **ISG15:** Isg15 |
|  |  | >1.5 | ― |  | **LGP2:** Dhx58 |
|  |  | >1.0 | ― |  | **RIG-I:** Ddx58; **CYLD:** Cyld; **MDA5:** Ifih1; **TNFα:** Tnf |

**“^a^”** denotes the KEGG terms cited on the KEGG pathway map (http://www.genome.jp/kegg/pathway.html).

The underlined genes represent the predicted targets for up- or down-regulated miRNAs in the spleen of PPVL rats.

# Supplementary material for: Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats
**Source:** Sci Rep. 2018 Dec 20;8:17983. doi: 10.1038/s41598-018-36297-0
**Supplement:** Supplementary file 6 — Supplementary Figure S1

Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats.

Junji Saruwatari^{1, *}, Chao Dong^{1, 2, *}, Teruo Utsumi³, Masatake Tanaka¹, Matthew McConnell¹, Yasuko Iwakiri^{1, #}.

3. VA CT Healthcare System, West Haven, CT

* Equal contributions.

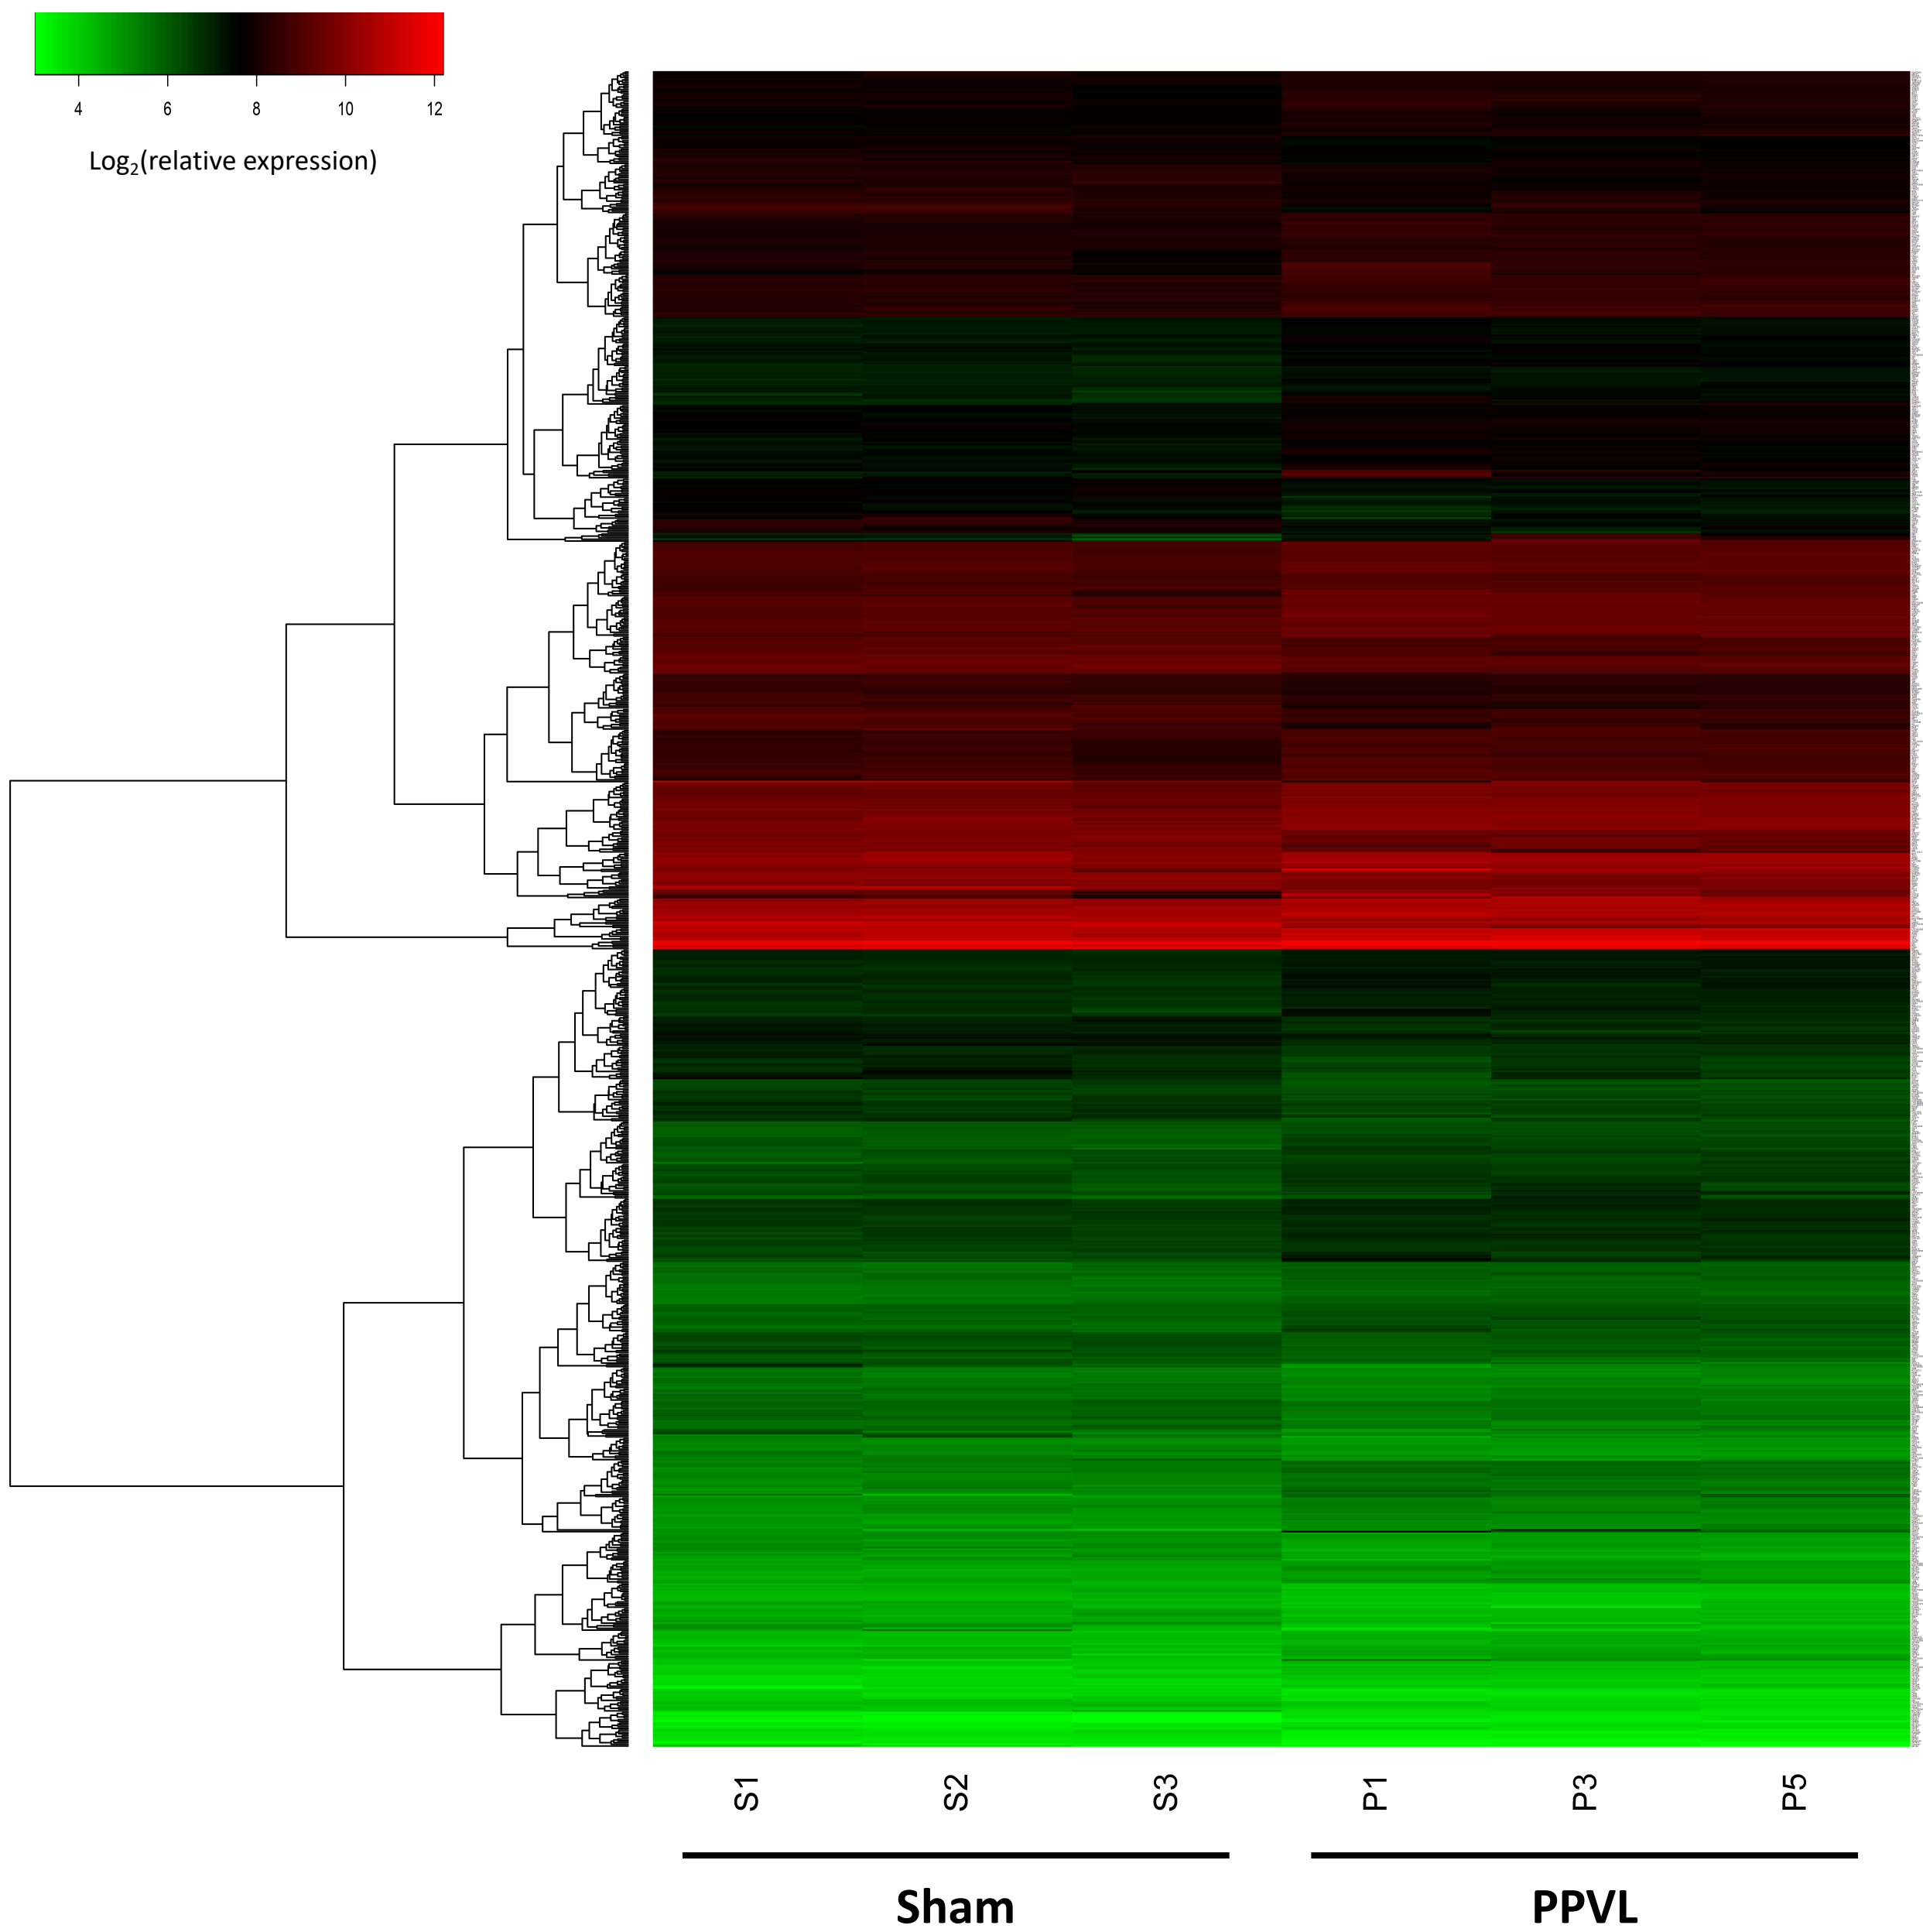

Supplementary Figure S1. Hierarchical Clustering of differentially expressed mRNAs in the spleens of PPVL rats compared to those of sham rats.

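Levels of gene groups in each spleen show which rats set the differences. For each gene the mean of the 6 arrays was subtracted, and the result was averaged over the genes of a group. Collagen genes were at 0.64 in PPVL rat 1, 0.15 in PPVL rat 2 and -0.01 in PPVL rat 3, against -0.20, -0.10 and -0.47 in sham rats 1, 2 and 3. Interferon-stimulated genes were at -0.29 to -0.21 in PPVL rats and 0.16 to 0.31 in sham rats. Primary granule genes of neutrophil precursors were highest in PPVL rat 2, at 0.95. Genes of mitosis and erythroid genes divided the rats in another way. The erythroid genes were at -1.09 in PPVL rat 1, -0.34 in PPVL rat 3 and -0.31 in sham rat 3, and at 0.55 in PPVL rat 2, 0.56 in sham rat 1 and 0.64 in sham rat 2. Exocrine pancreas genes were at 3.30 in PPVL rat 1 and at -0.71 to -0.62 in the others.

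**Figure D2:**
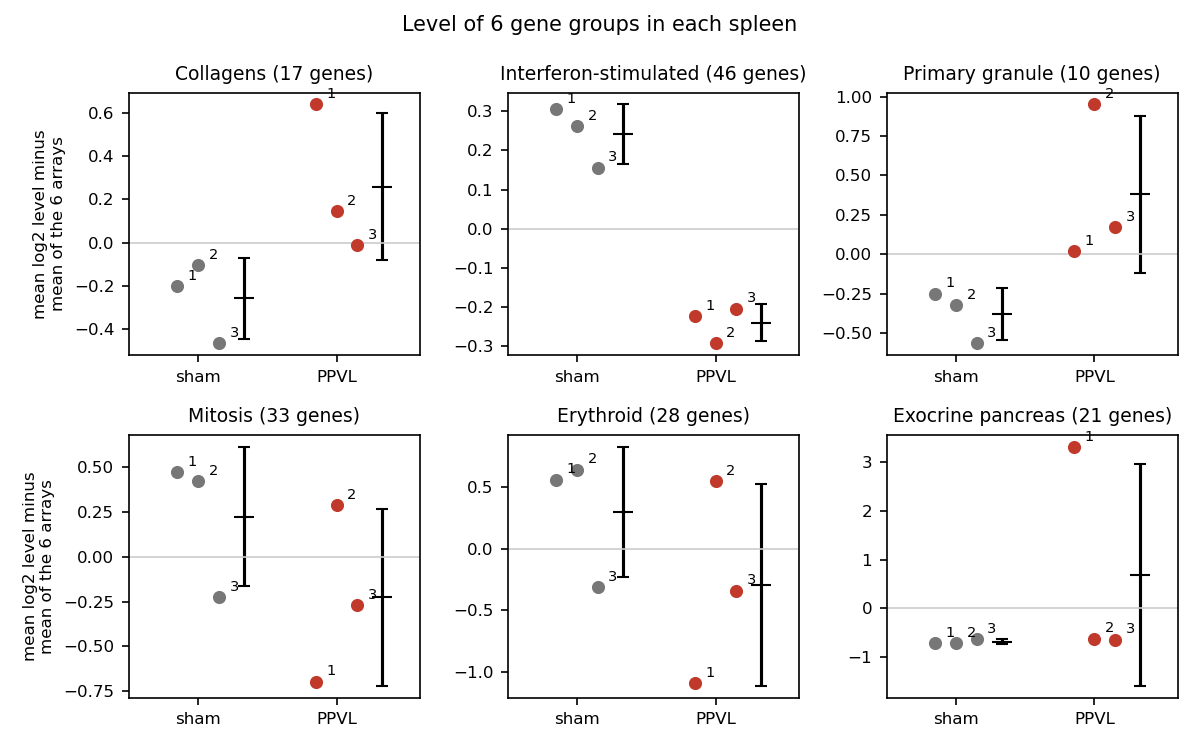
Mean log2 level of 6 gene groups in each rat, relative to the mean of the 6 arrays, on the vertical axis, for sham rats in grey and PPVL rats in red, with the rat's number beside each point. Black marks are group means with SD (n = 3). The groups do not overlap in the collagen, interferon-stimulated and primary granule panels, and they overlap in the mitosis and erythroid panels.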

# Supplementary material for: Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats
**Source:** Sci Rep. 2018 Dec 20;8:17983. doi: 10.1038/s41598-018-36297-0
**Supplement:** Supplementary file 7 — Supplementary Figure S2

Integrated analysis of microRNA and mRNA expression profiles in splenomegaly induced by non-cirrhotic portal hypertension in rats.

Junji Saruwatari^{1, *}, Chao Dong^{1, 2, *}, Teruo Utsumi³,
Masatake Tanaka¹, Matthew McConnell¹, Yasuko Iwakiri^{1, #}.

3. VA CT Healthcare System, West Haven, CT

* Equal contributions.

a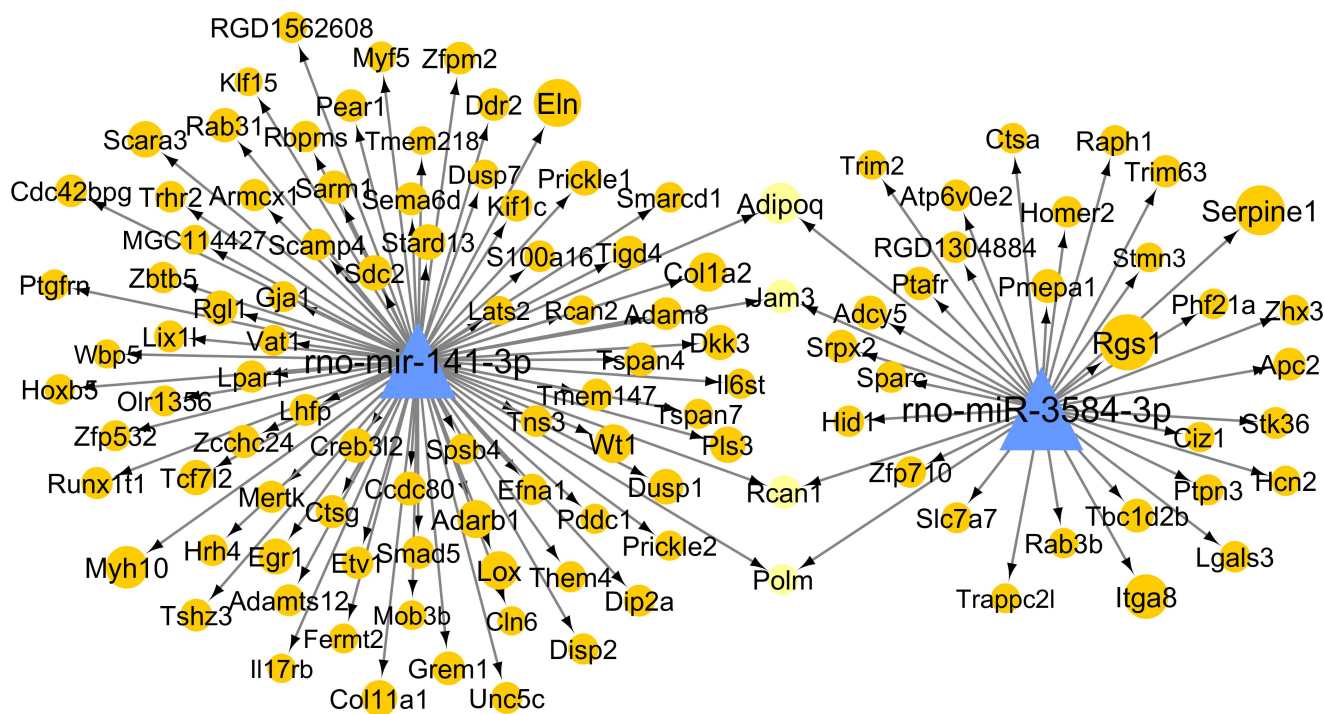**b**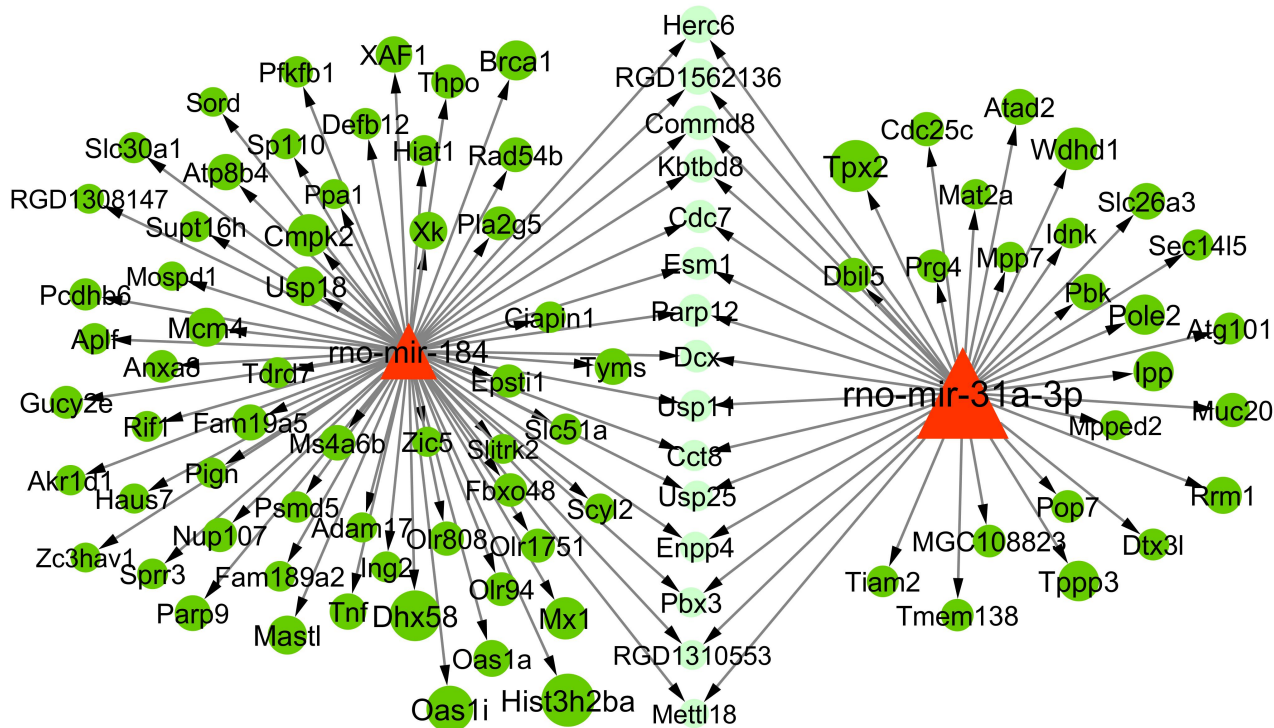

Supplementary Figure S2. The miRNA-mRNA network analysis in the spleen.

(a) The network consists of the two miRNAs >2.0-fold down-regulated, *rno-miR-141-3p* and *rno-miR-3584-3p* (blue triangles); their target genes (yellow) and the overlapped target genes (light yellow) up-regulated in the spleens of PPVL. (b) The network consists of the two miRNAs >2.0-fold up-regulated, *rno-miR-184* and *rno-miR-31a-3p* (red triangles); their target genes (green) and the overlapped target genes (light green) down-regulated in the spleens of PPVL rats compared to those from sham rats.

The sizes of the triangles and circles represent the differences in the fold-change in the spleens from PPVL rats compared to those from sham rats.

How the deposited data were processed for this re-analysis (not part of the article)

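Spleen mRNA was measured on Affymetrix whole-transcript rat arrays in 3 rats with PPVL and 3 sham-operated rats, 10 days after surgery, with 1 array per rat. The authors summarised each transcript cluster with RMA in Transcriptome Analysis Console, and the deposited values are on a log2 scale. The submitters' processing notes name the same tools, without versions. The table holds 36685 transcript clusters with 0 missing values, and 0 columns were left unmapped. No filter was stated for these values and none was applied. Scanner files were not used here, so background correction and normalization are those of the authors. The miRNA arrays and the tissue sections of the paper were not analysed here. Depth has no meaning for arrays, and the number of arrays, 3 per group, limits the precision.

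Gene names came from the platform annotation, updated through Entrez identifiers with the RefSeq gene table of the GRCr8 assembly, which matched 18394 of the 18511 clusters with 1 symbol. Another 575 clusters carried several symbols and 17599 none, and no gene was named from these. The 18166 genes were each represented by the cluster with the highest mean over the 6 arrays, which mattered for 291 genes with several clusters. The study's genes that lack a cluster with 1 symbol are not reported here. No coordinates were used.

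PPVL and sham spleens were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with no covariate. The main threshold was an unadjusted p under 0.05, as in the methods of the paper, which set no fold limit beyond a fold above 1, and Benjamini-Hochberg adjusted values over all clusters or genes stand beside it. An exact permutation test of 3 rats against 3 cannot give a two-sided p below 0.1. Gene lists, 32 in all, were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. With an estimated correlation no list was past an adjusted p under 0.05, and with fry the interferon-stimulated genes alone were. Olfactory receptor genes were compared with 10000 random sets of other genes matched in 20 bins of mean level. The script was tested on simulated data with the 36685 clusters of this comparison. Of clusters changed by a log2 value of 0.5, 88% were past an unadjusted p under 0.05 and 16% past an adjusted one. At a log2 value of 1 these shares were 98% and 78%, and at 2 they were 100% and 96%. Of 36485 unchanged clusters, 7 were past an adjusted p under 0.05. The simulated noise was independent between clusters, while genes on these arrays vary together. The shares check the script and do not tell how many true changes would pass here.

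The gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. The paper had been read by then, and several lists hold genes that it names as changed on these arrays. Among them are the lists of interferon-stimulated, primary granule, collagen, matrix assembly, matrix protease, smooth muscle, mitosis, replication, MHC class II and immediate early genes. Others are the Hippo core, the YAP and TAZ targets, the MAPK phosphatases, and the natural killer, macrophage, T cell, eosinophil and mast cell markers. Tests of such lists are not independent of the paper's selection. Named genes are those the paper names in its text or in Table 1, whose values in the paper had been seen, the 10 genes highest and the 10 lowest by log2 fold change among those past the threshold with the groups apart, up to 4 members of each list with the smallest p, all members of the short signaling lists, and the genes of the Hippo pathway in Supplementary Table S2. Genes given a value of their own outside this rule are marked as chosen after their values were seen. The lists were collagens, matrix assembly, matrix proteases, smooth muscle, interferon-stimulated genes, MHC class II, mitosis, DNA replication, immediate early genes, YAP and TAZ targets, the Hippo core, MAPKs, MAPK phosphatases, PI3K and AKT, mTOR, lymphoid chemokines, hypoxia, heme and iron recycling, ATF4 targets, and markers of erythroid cells, neutrophil precursors, mature neutrophils, eosinophils and mast cells, T cells, B cells, plasma cells, natural killer cells, macrophages, endothelium, mesothelium, adipocytes and exocrine pancreas.

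The alternatives were the replicate number as a block, each rat left out in turn, clusters below the 40th percentile of mean level left out, clusters without a symbol left out, a variance trend, a robust variance prior, array weights, quantile normalization, median centring, the mean of a gene's clusters, and for lists the estimated correlation and fry. After the data were seen, olfactory receptors by older symbols and Tukey biweight group averages were added. Explanations were written down in advance for the collagen, mitosis, olfactory, α-defensin and interferon patterns. The first 3 are weighed with the additional observations, and for the α-defensins and interferon the values of the planned tests are given there without weighing. The planned test of attached fat or pancreas was split by rat and by tissue after its result was seen, and an SD between rats was then asked of list medians below their bounds.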

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

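The tests by rat for attached fat and for attached pancreas, the spread asked of a value below its bound, and the test of olfactory receptors by older symbols, were chosen only after the results were seen. Among gene lists that the paper does not discuss as groups, 8 moved against the other genes by camera with a preset correlation, and none of them passed with an estimated correlation. Several of the 8 hold genes that the paper gives as changed on these arrays, such as Klra5, Fos and Prg2. Tests of those lists are not independent evidence. The erythroid genes had a median log2 fold change of -0.59 (adjusted p = 2.0e-09, and 0.375 with an estimated correlation). Natural killer and cytotoxic lymphocyte genes had -0.22 (2.0e-09, and 0.205), plasma cell genes 0.16 (0.00896, and 0.366) and splenic macrophage genes 0.11 (2.1e-05, and 0.238). Endothelial genes had 0.14 (0.00275, and 0.366), immediate early genes 0.14 (1.3e-07, and 0.236), and eosinophil, mast cell and basophil genes 0.15 (0.00163, and 0.205). Exocrine pancreas genes had 1.46 (2.4e-07, and 0.375), and without PPVL rat 1 their median was 0.04 and the call was lost (adjusted p = 0.231).

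By the bound set in advance, the higher collagen median in PPVL spleens did not rest on 1 array. The lowest median of the collagen list without any rat, that without sham rat 3, was 0.728 of the median over 6 arrays. Without PPVL rat 1, 3 collagen genes in place of 7 and 6 matrix assembly genes in place of 12 passed the unadjusted threshold. The mean matrix assembly level was 0.66 in PPVL rat 1, and that of PPVL rat 3 (-0.009) was not above that of sham rat 2 (-0.006). The size of the shift may thus depend on PPVL rat 1. Attached pancreas is argued against in PPVL rats 2 and 3, where its median was 0.0367, below the bound of 0.09 that follows from the collagen median of 0.37, by more than the SD of 0.05 between rats. In PPVL rat 1, with a pancreas median of 4.21 beside a collagen median of 0.80, RNA from attached pancreas may add to the higher matrix transcripts, and over the 3 PPVL rats the test met the bound set in advance (1.46). More capsule mesothelium and, in PPVL rats 2 and 3, attached fat stay open, since the mesothelial median of -0.237, which was 0.04 without sham rat 2, -0.52 without sham rat 1 and -0.09 without PPVL rat 1, and the adipocyte median of 0.0294 lay below their bounds of 0.11 and 0.09 by less than the SD between rats (0.44 and 0.07). The portal hypertension itself stays open as an explanation, and 1 of the 10 splits of the rats, the real one, had a collagen median as large (0.42, and 0.39 in the highest other split), where 10 splits are too few for a share under 0.05.

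For the lower mitosis transcripts, both explanations stay open, and so does the portal hypertension itself. The lowest median without any rat, that without PPVL rat 1, was 0.368 of the median over 6 arrays (-0.19 against -0.50), so a single array may carry most of the shift. Fewer red cell precursors in PPVL spleens may lower the same genes, since the erythroid median was -0.59. In 2 of the 10 splits the mitosis median was as large as the real 0.50, and the highest other had 0.81. That split set PPVL rats 1 and 3 and sham rat 3 against the rest, which points to a structure of the samples beside the surgery. The paper reports increased cell proliferation in PPVL spleens from staining of the protein Ki67 in tissue sections. That is the other direction, by another measure than transcripts of whole spleen, and the difference was not tested.

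Chance calls at dim probes could account for the olfactory receptor genes past the threshold when current Olr symbols are used, at 5.88% against an upper bound of 7.35% in matched sets. When older symbols are counted too, the share of 3.89% lies above the bound of 3.20% in matched sets and below the 4.23% over all genes. The matched sets were drawn as if genes were independent, and this grouping was chosen after the data were seen. The comparison therefore cannot decide on chance calls. Members of this family have similar sequences and may share probes, so the genes are not independent, and this was not tested. No biological explanation was tested.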

How the results depend on the processing

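The older olfactory symbols and the biweight averages were chosen after the data were seen. In 199 named genes, 100 were past the unadjusted threshold and 48 of these passed in every alternative that gave them a value (2 had none with dim clusters left out), none turned its direction with a call, and 31 others passed in some alternative. The count of clusters, 1764, was 1100 without dim clusters and 1089 with symbols alone, where fewer clusters were tested and chance gives 1101 and 954. The count of genes, 769, rose to 1039 with symbols alone and 1040 with the mean of a gene's clusters, above the 908 of chance. Clusters past an adjusted p stayed at 0 in limma throughout. Leaving out each rat in turn gave 463 (PPVL rat 1) to 919 genes past the unadjusted threshold, 295 to 539 higher, 168 (PPVL rat 1) to 503 (PPVL rat 2) lower, and 66 to 246 (PPVL rat 2) changed over 1.5-fold, with 116 without sham rat 3. The olfactory share was then 5.88% to 8.82%, and it was 2.94% with the replicate block, 0% of 10 genes without dim clusters, and 3.89% with older symbols. The cause was not tested beyond the smaller number of rats. With biweight averages 67 genes changed over 1.5-fold.

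With an estimated correlation, and then with fry, the adjusted p was 0.236 and 0.201 for collagens, 0.366 and 0.441 for mitosis, 0.238 and 0.213 for primary granule genes, and 0.205 and 0.157 for YAP and TAZ targets. For interferon-stimulated genes it was 0.0945 with the estimated correlation. These tests allow for genes that vary together between rats. All medians of these 5 lists kept their direction without each rat in turn, with 0.31 to 0.54 for collagens, -0.79 to -0.19 for mitosis, 0.32 to 0.71 for primary granule genes, 0.14 to 0.24 for YAP and TAZ targets and -0.49 to -0.42 for interferon-stimulated genes.

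Replicate numbers do not pair the rats. The deviations of rats with the same number had correlations of -0.129, 0.143 and 0.119, and not every rat correlated best with its own number. With the number as a block, 1849 clusters and 696 genes were past the unadjusted threshold. Olfactory receptors and other genes near the floor of the arrays are limited by their low signal over background.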

Differences from the paper's values

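For Col1a1 the paper's fold is 1.95 and that of the plain means here is 2.84. The folds lay within the standard error of each other without PPVL rat 1 (2.08), without sham rat 3 (2.28) and with array weights (2.63), and in no other setting fixed in advance. For Cthrc1 the paper's fold is 1.76 and that here 2.5, and it was within the standard error of the paper's without PPVL rat 1 (1.73). It was also without sham rat 1 (2.48) or sham rat 2 (2.47), where the fold hardly moved and the standard error on the log2 scale was 0.50 and 0.51 against 0.42. For Prg2 the paper's fold is 2.40 and that here 1.82, and it was within the standard error without PPVL rat 1 (2.42) or sham rat 1 (1.94). It was also without sham rat 2 (1.84), where the fold hardly moved and the standard error was 0.41 against 0.34. Pck2 was 1.81-fold lower in the paper and 1.47-fold lower here, and it was within the standard error without PPVL rat 2 (1.72), without sham rat 3 (1.65) and with array weights (1.59). Klra5 was 1.81-fold lower in the paper and 1.55-fold lower here, and it was within the standard error without PPVL rat 2 (1.65), without sham rat 3 (1.81) and with array weights (1.67). Without PPVL rat 1 (1.54) it lay farther off, within a larger standard error of 0.24 against 0.20. Irf7 was 2.04-fold lower in the paper and 1.75-fold lower here, and it was within the standard error without PPVL rat 2 (1.82), without sham rat 3 (2.05) and with array weights (1.88). Without PPVL rat 3 (1.76) the fold hardly moved and the standard error was 0.24 against 0.19. The other settings fixed in advance left these differences above the standard error.

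The paper counts 8 genes over 2-fold lower and 4 were counted here at the same threshold. Hist3h2ba and Ifit1bl, which Table 1 gives among the 8, were not measured here by a cluster with 1 symbol, so the gene sets differ. Mirlet7f-1os, 1 of the 4, is not in Table 1. With the biweight averages described below, 6 genes were over 2-fold lower. Of the alternatives fixed in advance, those within 1.5 times of the paper's count were without PPVL rat 3 (6) or sham rat 3 (11) and with array weights (7), and the others were not. Tpx2, which the paper lists as lower, had a log2 fold change of -0.72 and did not pass the unadjusted threshold. It passed with the replicate block, without PPVL rat 2, without sham rat 3, with symbols alone, with array weights and with the mean of a gene's clusters.

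Tukey biweight group averages, chosen after seeing the values, gave all 46 group means of the 23 compared Table 1 genes within 0.015 of the paper's, where plain means gave 7. Under them the folds of Col1a1, Cthrc1, Prg2, Pck2, Klra5 and Irf7 equalled the paper's when rounded, and 6 genes were over 2-fold lower. They change folds and not p-values, so the 22 of these 23 genes past the threshold here were those of the main analysis. The methods do not name this average.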

Other observations

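Of 26 measured genes of natural killer cells and cytotoxic lymphocytes, 10 were lower in PPVL spleens at an unadjusted p under 0.05 and 0 higher, and 0 passed when adjusted over the list alone. Gzmb, which encodes the cytotoxic protease granzyme B, had a log2 fold change of -0.46 (standard error 0.14), Klra5, a Ly49 receptor, -0.63 (standard error 0.20), and Cd226, an activating receptor, -0.34 (standard error 0.12). Each lost the call in 3 or more settings, Gzmb without PPVL rat 2, sham rat 1 or sham rat 3 (-0.42 to -0.37) and with the mean of a gene's clusters (-0.20), Klra5 without PPVL rat 3, sham rat 1 or sham rat 2 (-0.55 to -0.50) and Cd226 without PPVL rat 1, PPVL rat 2, sham rat 1 or sham rat 3 (-0.32 to -0.26). Klra5 and Gzmb were at low log2 levels, 4.2 and 4.9 in PPVL and 4.9 and 5.4 in sham spleens, where the size of a change is uncertain. With dim clusters left out, 7 natural killer genes were lower. Of 22 splenic macrophage genes, 5 were higher and 0 lower, and 0 passed when adjusted over the list alone. They include Maf, a transcription factor of tissue macrophages, which rose by 0.40 (standard error 0.12), and the receptors for dying cells Mertk and Timd4, which rose by 0.37 (standard error 0.09) and 0.28 (standard error 0.08). The call of both lists was lost with an estimated correlation (adjusted p = 0.205 and 0.238). Both lists hold genes that the paper gives as changed on these arrays, such as Klra5 and Mertk, so their tests are not independent evidence. Of the natural killer genes, 5 were lower without PPVL rat 1 or PPVL rat 3, 4 without sham rat 1, 6 without sham rat 2, and 3 without PPVL rat 2 or sham rat 3, where the list median was -0.10 without the latter. Of the macrophage genes, 3 were higher without PPVL rat 1, PPVL rat 3, sham rat 1 or sham rat 3.

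Of 28 immediate early genes, 7 were higher at an unadjusted p under 0.05 and 0 lower, and 3 were higher when adjusted over the list alone. Egr1, a growth-responsive transcription factor, rose by 0.66 (standard error 0.16) and Per1, a circadian clock gene, by 0.42 (standard error 0.09). The list median was 0.14, and its call was lost with an estimated correlation (adjusted p = 0.236), while it was 0.23 without PPVL rat 3 or sham rat 2. The list holds Fos and Rgs1 of Table 1, so its tests are not independent evidence. Robo4, a receptor of endothelium, rose by 0.40 (standard error 0.11) and was the 1 gene of 21 endothelial genes past that threshold, and the list had 3 higher and 1 lower without PPVL rat 2, 3 higher without sham rat 1, 4 without sham rat 2 and 2 without sham rat 3, where the camera call of the list was lost (adjusted p = 0.198). Ctla4, an inhibitory receptor of T cells, rose by 0.47 (standard error 0.11) and was the 1 gene past it of 19 T cell genes, whose median was 0.09 (camera, adjusted p = 0.0566). Another T cell gene was higher without sham rat 2, and 1 was lower without PPVL rat 2, and the camera p of the list was under 0.05 without PPVL rat 2 or PPVL rat 3 (medians of 0.16 and 0.11) and with array weights (0.12), while without PPVL rat 1 the median was -0.01 (adjusted p = 0.759). Of 16 B cell genes and 12 plasma cell genes, 0 were past an unadjusted p under 0.05 in limma, with medians of 0.06 (camera, adjusted p = 0.296) and 0.16, and 1 plasma cell gene was higher without PPVL rat 3 or sham rat 2. The B cell median was 0.01 to 0.11 without each rat in turn, with the highest without PPVL rat 2 (camera, adjusted p = 0.00984), and the plasma cell call was lost without PPVL rat 2 or sham rat 3 (medians of 0.09 and 0.10, adjusted p = 0.168 and 0.167). Of 16 hypoxia genes and 15 genes of heme and iron recycling, 0 passed it either, with medians of 0.05 and 0.05 (camera, adjusted p = 0.170 and 0.749), and 0.02 to 0.10 and -0.03 to 0.09 without each rat in turn. Without PPVL rat 3 or sham rat 2, 1 hypoxia gene was higher (list median 0.10 and adjusted p = 0.0107 without PPVL rat 3), and without PPVL rat 2, 1 iron gene was lower. The ATF4 targets had a median of -0.04 (-0.13 to 0.02 without each rat in turn) with 1 gene higher and 1 lower, namely Trib3 and Pck2, and the 20 adipocyte genes a median of 0.07 with 3 higher and 1 lower (camera, adjusted p = 0.481 and 0.0566). Trib3 lost its call without any of the 6 rats in turn, at 0.16 to 0.23, and in 6 other settings, and Pck2 without PPVL rat 1, PPVL rat 3, sham rat 1 or sham rat 2. The adipocyte numbers were 2 higher and 0 lower without PPVL rat 1, PPVL rat 3, sham rat 2 or sham rat 3, and 1 and 1 without PPVL rat 2 or sham rat 1, and without PPVL rat 3 the list median was 0.10 (camera, adjusted p = 0.00727) and without PPVL rat 1 it was 0.03 (adjusted p = 0.334) and without sham rat 1 0.04. Of 16 mesothelial genes, 1 was higher, Wt1, with a list median of -0.24 (camera, adjusted p = 0.146). Wt1 lost its call without PPVL rat 1, PPVL rat 3, sham rat 1 or sham rat 3, at 0.35 to 0.43, and in the list 5 genes were lower without sham rat 1 (median -0.52, camera, adjusted p = 8.7e-05), 1 was lower without PPVL rat 2 and 3 were higher without sham rat 2 (median 0.04, adjusted p = 0.209). With the replicate number as a block Wt1 lost its call, 4 mesothelial genes were lower and 0 higher, and camera's adjusted p was 0.0112, and with array weights it was 0.0318. For the adipocyte list it was 0.0463 with the block and 0.0496 with quantile normalization. Of 21 exocrine pancreas genes, 1 was higher, and 2 were higher without PPVL rat 1.

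The planned values for the α-defensin and interferon patterns were as follows. Defa5 and Defa11 had a median log2 fold change of 1.59, the precursor genes Mpo, Elane, Prtn3, Ctsg and Ms4a3 a median of 0.60, and the mature neutrophil genes one of 0.07. The interferon median without PPVL rat 2, the lowest of those without any rat, was 0.942 of the median over 6 arrays.

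All 10 splits of the 6 arrays into 3 and 3 were fitted, too few for a share under 0.05. The real split gave 1764 clusters, and 3 of the 10 gave as many, with 3797 in the highest other. At an adjusted p the real split gave 0 clusters in limma, as many as or fewer than all 10, and the highest other 13. For genes it was 769, reached by 3 splits, with 1587 in the highest other, and for genes over 1.5-fold 70, reached by 2, with 343. The highest other in these counts was the split of PPVL rats 1 and 3 and sham rat 3 from the rest, and it calls over 2 times as many genes as the real split, which points to a structure of the samples. The first principal component held 31.6% of the variance. The medians of the interferon-stimulated genes (0.45, highest other 0.21), primary granule genes (0.58 and 0.49) and YAP and TAZ targets (0.18 and 0.17) were each reached by 1 split, the real one.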
